# SCoTCH-seq reveals that 5-hydroxymethylcytosine encodes regulatory information across DNA strands

**DOI:** 10.1073/pnas.2512204122

**Published:** 2025-07-31

**Authors:** Jack S. Hardwick, Somdutta Dhir, Angie Kirchner, Angela Simeone, Sean M. Flynn, James M. Edgerton, Rafael de Cesaris Araujo Tavares, Isabel Esain-Garcia, David Tannahill, Paula Golder, Jack M. Monahan, Walraj S. Gosal, Shankar Balasubramanian

**Keywords:** 5-hydroxymethylcytosine, 5-methylcytosine, epigenetics, DNA sequencing

## Abstract

In mammalian genomes, cytosine modifications form a layer of regulatory information alongside the genetic code. Decoding this information is crucial to our understanding of biology and disease. Established sequencing methods cannot simultaneously resolve cytosine’s three most common forms—cytosine (C), 5-methylcytosine (mC), and 5-hydroxymethylcytosine (hmC)—across both strands of the DNA double helix. Thus, how epigenetic information is distributed in DNA remains unclear. Here, we present *S*trand-*Co*upled *T*andem *C*ytosine *H*ydroxymethylation and methylation sequencing (SCoTCH-seq): an accurate and quantitative, base-resolution approach to sequence genomes, together with mC and hmC, in both strands of the same DNA fragment. We show that different forms of cytosine combine across the double helix at CpG sites to form discrete information states in the mouse epigenome. These CpG states have distinct genomic distributions—including at promoters, enhancers, and gene bodies—and have different relationships with transcription. We show that while all possible forms of hydroxymethylation occur, hmC is predominantly asymmetric and that different forms of asymmetric hmC are not equivalent. Our findings demonstrate that 5-hydroxymethylcytosine combines with different cytosine variants across the DNA double helix to form distinct states of regulatory information.

## Significance

Modified cytosine bases are essential components of mammalian genomes, but how they are distributed in double-stranded DNA remains unclear. Here, we report a method to simultaneously sequence the two most abundant modified bases—5-methylcytosine and 5-hydroxymethylcytosine (hmC)—across both strands of genomic DNA. Applying this method to DNA from mouse embryonic stem cells, we find that at CpG sites, hmC forms different combinations with cytosine variants across the DNA double helix, exhibiting unique distributions at enhancers and gene bodies, and distinct relationships with transcription. Our findings demonstrate that the double-stranded context of hmC is a key feature of the epigenome, revealing a further layer of regulatory information.

Each of us started life as a single cell, with a single set of genetic instructions. During development, these same instructions are used selectively to create every other cell in the body. This remarkable feat is achieved by epigenetic gene regulation—the specific control of gene expression that does not relate to changes in DNA sequence. In mammals, cytosine methylation plays a critical role in epigenetic gene regulation, maintaining cell identity through its involvement in stable transcriptional repression (1). While 5-methylcytosine (mC) deposited during embryogenesis can persist throughout one’s entire lifetime (1), it can also be converted to 5-hydroxymethylcytosine (hmC) by the Ten-eleven translocation (Tet) family of enzymes (2). This can lead to demethylation by either a replication-dependent (passive) or independent (active) pathway, where hmC is further oxidized to 5-formylcytosine (fC) or 5-carboxylcytosine (caC) before being excised and replaced with unmodified cytosine (C) (3).

Beyond being a transient demethylation intermediate, hmC can itself be a detectable, stable mark (4, 5). In contrast to its oxidized derivatives, hmC cannot be directly removed from the genome (6), and its abundance is orders of magnitude greater across different cell types (3). Hydroxymethylation at gene bodies positively correlates with transcription level (7–10) and is associated with maintaining transcriptional fidelity in multiple cell types (11, 12). The mechanistic basis of these findings remains unclear, but hmC may play a causal role (10–12). Notably, hmC distribution is highly cell-type specific (7, 8), and its dysregulation is linked to diseases ranging from Alzheimer’s (13) to cancer (6, 14)—where a global depletion of hmC has been observed in virtually every tumor type tested (6). Consequently, hmC signatures in circulating cell-free DNA constitute a clinically promising biomarker (14). Elucidating the distribution and role of hmC, and its complex interplay with mC, is thus essential to our understanding of fundamental biology and disease.

mC and hmC occur most frequently at CpG sites (15), a palindromic dinucleotide sequence with a cytosine residue on each DNA strand. A CpG site can comprise nine possible combinations of C, mC, and hmC, which we call “CpG states” (Fig. 1*A*). Within a CpG site, the modification sites of the two cytosines are close in space (~7 Å) and occupy the major groove (Fig. 1*A*). Thus, each CpG state presents a unique structural arrangement for protein recognition. Indeed, crystal structures of many known mC and hmC reader proteins show that they directly interact with both modification sites across the DNA strands (Fig. 1*B* and *SI Appendix*, Fig. S1). For example, MeCP2, which interacts with both mC and hmC and plays a critical role in the brain (16), is sensitive to the double-stranded form of hmC (17). Readers of hemimethylated CpG sites in eukaryotes are also known, such as CDC7A (18, 19), UHRF1 (17), and the plant methyltransferase MET1 (20), which demonstrates proteins’ ability to discriminate between different CpG states. But how these epigenetic cytosine states are distributed in the double-stranded epigenome remains poorly understood. This is due to limitations in conventional sequencing approaches that have prevented the quantitative, simultaneous sequencing of C, mC, and hmC across both DNA strands. Here, we introduce *S*trand-*Co*upled *T*andem *C*ytosine *H*ydroxymethylation and methylation sequencing (SCoTCH-seq)—an accurate, quantitative method for simultaneously sequencing C, mC, and hmC in double-stranded DNA that reveals such CpG states.

**Fig. 1.**
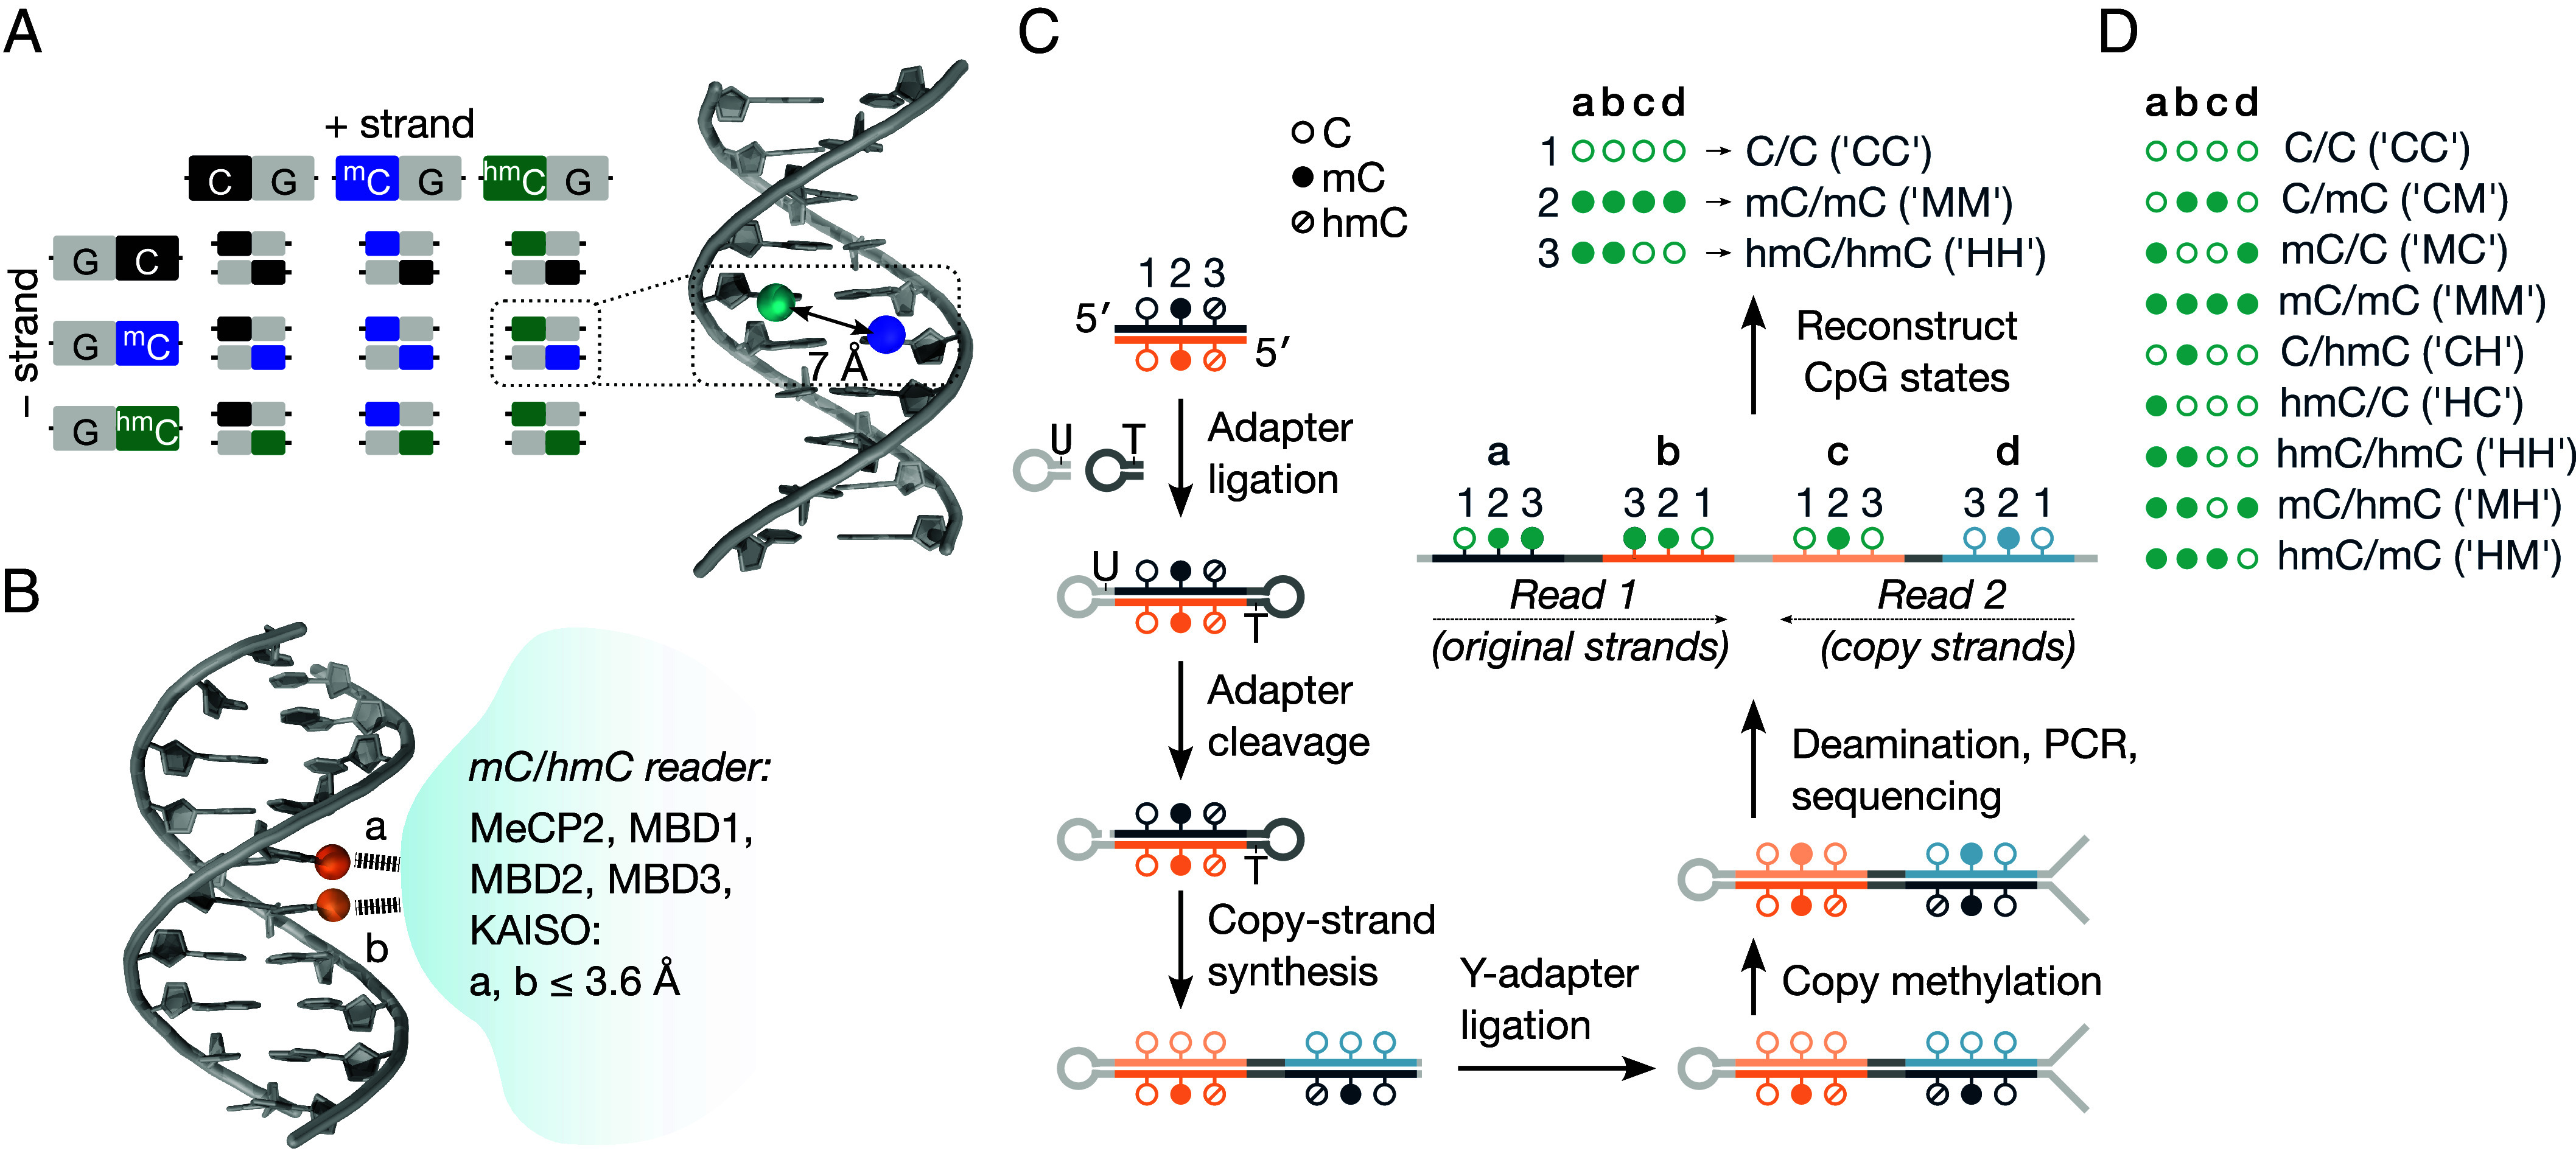
Quantitative sequencing of C, mC, and hmC in double-stranded DNA. (*A*) CpG sites contain a cytosine residue on each DNA strand, resulting in nine possible combinations of C, mC, and hmC (21). Within an individual CpG site, both cytosine modification sites are close (~7 Å, *SI Appendix*, Fig. S1). Each CpG state thus produces a unique structural signature in the major groove for protein recognition, and many readers of cytosine modifications interrogate both modification sites simultaneously (*SI Appendix*, Fig. S1). (*B*) Schematic of several known readers of modified cytosines that interact simultaneously with the modifications on both strands of a CpG site, forming close contacts (“a”, “b” ≤ 3.6 Å, see *SI Appendix*, Fig. S1 for full analysis). (*C*) Schematic of experimental workflow, which enables all nine CpG states to be sequenced at single-base resolution from a single sample. Sonicated, end-repaired DNA fragments are ligated to a 1:1 mixture of hairpin adapters. Uracil excision from one adapter forms a self-priming construct, which is extended by Klenow *exo–* polymerase to generate copy strands that complement each original DNA strand, followed by ligation to an Illumina-compatible Y-adapter. Base conversion steps follow the method of ref. 22. Briefly, copy strands are copy-methylated with a high-fidelity methyltransferase (DNMT5) only at CpG sites that contain mC on the original strands, whereas a prior glucosylation step prevents copying at hmC. mC is then protected by TET2 oxidation and glucosylation, and unmodified cytosines are enzymatically deaminated (APOBEC3A and UvrD helicase), disrupting the hairpin structure and enabling efficient amplification and Illumina sequencing. Both original DNA strands are sequenced in Read 1, their copy strands in Read 2. The complete modification status of each original CpG site (numbered 1 to 3 above) is encoded by four corresponding methylation calls, which are extracted with a custom bioinformatics pipeline. (*D*) The four-digit methylation calls encode all nine possible combinations of C, mC, and hmC. Standard B-DNA models in *A* and *B* were generated using w3DNA (23).

## Results

### Quantitative, Simultaneous Sequencing of C, mC, and hmC in Double-Stranded DNA.

To determine the double-stranded epigenetic states comprising C, mC, and hmC, we have developed a sequencing approach that quantitatively resolves all three cytosine states simultaneously on both strands of the DNA double helix. In this method, the two strands of each DNA fragment are physically tethered throughout the experiment by a hairpin adapter (Fig. 1*C*). This prevents separation of the strands and the loss of duplex information that would otherwise occur (24). Unmodified copy strands of both original DNA strands are then produced within each construct. A series of enzymatic conversions of the resulting constructs enables C, mC, and hmC on each strand to be sequenced at single-base resolution, adapting our recently published method to simultaneously sequence C, mC, and hmC in single-stranded DNA (22).

In the SCoTCH-seq workflow, genomic DNA is first fragmented by sonication. Fragments of ~100 bp are then size-selected by automated pulsed-field electrophoresis. These fragments are 5’-phosphorylated and 3’-A-tailed, followed by ligation to synthetic hairpin adapters. In contrast to our previous work (22), which uses a single, cleavable hairpin (containing 2’-deoxyuridine, dU), this method uses a 1:1 mixture of two different hairpin adapters—one that is cleavable (containing dU) and one that is not (containing only canonical nucleotides). Target constructs are capped with each of the hairpin adapters. The dU from the adapter at one end of the construct is enzymatically cleaved. The resulting self-priming construct is extended by Klenow *exo*–, forming a larger hairpin in which the two original DNA strands are paired with newly synthesized “copy” strands (Fig. 1*C*). Note that side products form during ligation of the hairpin adapters that can contain two cleavable or two noncleavable adapters. During copy-strand formation, these side products do not change in size, whereas the target constructs roughly double in length, enabling their enrichment by size selection. Target constructs are then ligated to a standard, Illumina-compatible adapter. At this stage, CpG sites may be i) fully unmodified on both strands, ii) hemimethylated, or iii) hemihydroxymethylated (protected by glucosylation). For subsequent base-conversion steps, we use the established method described previously (22). Briefly, DNMT5-mediated copy-methylation converts hemimethylated CpG to symmetrically methylated CpG sites but leaves other CpG sites (containing either C or hmC) unchanged. Next, mC and hmC are protected from deamination by TET2 oxidation and glucosylation, and all unmodified cytosines are then deaminated using APOBEC3A and UvrD helicase. The resulting loss of complementarity within the hairpin enables efficient PCR amplification and Illumina sequencing. Both original strands of the DNA fragment are sequenced in Read 1, their copy strands in Read 2. Thus, each CpG site has four associated cytosines, whose methylation calls are extracted by a custom bioinformatics pipeline. In this pipeline, target reads are selected based on their hairpin-adapter content—containing sequences corresponding to both the cleavable and noncleavable adapters in a defined pattern (Fig. 1*C*). By contrast, side products (e.g., those containing only single-stranded information, which constitute on average 16.5% of raw reads) do not contain this configuration of hairpin-adapter sequences and are filtered out. Next, the four insert sequences are extracted from flanking hairpin sequences. The two resulting pairs (a & d, and b & c in Fig. 1*C*) of complementary sequences are aligned in paired-end mode, followed by deduplication and methylation calling. Each CpG site (numbered 1 to 3 in Fig. 1*C*) in an original double-stranded fragment is thus described by four methylation calls, which encode all nine possible CpG states comprising C, mC, and hmC (Fig. 1*D*). Seven other combinations of methylation calls are also possible but do not correspond to plausible CpG states, so these rarely observed calls (0.31% of all CpG calls) are discarded downstream. Note that this workflow may be used with any other sequencing technology that distinguishes between canonical DNA bases by substituting the Illumina-compatible adapter. This method cannot be used in its current form for 5-formylcytosine or 5-carboxylcytosine, whose signal would in any case be negligible in the case studied due to their low abundance in mESCs and other tissue (≤ 0.00001% per dG) (3).

We performed SCoTCH-seq on genomic DNA isolated from two different passages of E14 mouse-embryonic stem cells (mESCs) in the primed state (serum/LIF conditions). 

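SCoTCH-seq reads both strands of a DNA fragment in 1 read pair, and it was run on 2 libraries, called replicate 1 and replicate 2, in 1 condition. The paper's methods give 15% FBS in the medium and the sample labels give 10%, and which applies is not known. The authors aligned the inserts to GRCm38, removed duplicates and called a CpG state from each read pair, with the first letter for the plus strand. They deposited the count of calls of each of the 9 CpG states at each CpG site, without correction by the spike-ins. CpG sites with fewer than 5 calls, in blacklisted regions or with multiple calling errors had been discarded by the authors, separately in each replicate. In replicate 1, 13676795 CpG sites carried 143497239 calls, with a mean depth of 10.5 and a median depth of 10 calls per site. In replicate 2, 4918612 CpG sites carried 31306245 calls, with a mean depth of 6.36 and a median depth of 6. All positions lie on the C of a plus-strand CpG of GRCm38.p6 when counted from 1. The depth that the paper states is that of the merged data before filtering, and the values given here use the depth after filtering. Calls were summed over CpG sites and replicates, and each CpG state was expressed as a percentage of all calls. The genome-wide levels were then corrected by solving the linear equations of the paper's methods with the call rates of the spike-ins, with negative solutions set to 0. Levels at genes and annotations are means of per-site percentages and were left as called unless a correction is named. Errors are SDs of the replicates, and no test between samples is possible with n = 2 in 1 condition. Unless another test or other blocks are named, each p-value comes from an exact sign-flip permutation test, two-sided, over the 19 autosomes, which are blocks of a library and not replicates. The smallest p-value that this test can give is 3.8e-06. Confidence intervals are exact Clopper-Pearson intervals at 95% and cover counting error only.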

E14 mESCs are a well-studied model system with a wealth of genomic, epigenetic, and transcriptomic datasets available (25). To quantify the accuracy of our method, synthetic control oligonucleotide duplexes containing all possible permutations of CpG states comprising C, mC, and hmC (Fig. 2*A* and *SI Appendix*, Table S1) were added to the sonicated samples following size selection, along with fully CpG-methylated bacteriophage l DNA, and unmethylated pUC19. 

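Each CpG site of the duplexes H1 and H2 carried between 2429016 and 3476553 calls in replicate 1, and between 918196 and 1358010 calls in replicate 2. The sites of SQC and SQ4mC carried between 437146 and 484598 calls in replicate 1, and between 654549 and 773251 in replicate 2. Those of SQ2hmC carried between 162910 and 174536 calls in replicate 1, and between 1451230 and 1572917 in replicate 2. The shares of the duplexes thus differed between the replicates, so each site was weighted equally: sites of the same true state were averaged, and the orientations of an asymmetric state were averaged after that. The Supporting Text describes the averaging of orientations, and the equal weight of sites was found by trying ways of averaging until the printed call rates were matched. Bacteriophage lambda DNA contributed 3111 CpG sites, with 452823 calls in replicate 1 and 279414 calls in replicate 2. Of these calls, 91.0% and 92.4% were MM. Unmethylated pUC19 had 310701 calls in replicate 1 and 235051 calls in replicate 2, and CC made up 99.7% and 99.4% of these calls.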

We sequenced the two independent replicates on a NovaSeq 6000 (SP flow cell, 500 cycles), producing an average of 762 million indexed, paired-end reads per run. The average PCR and cluster duplication rate was 12.2%. 

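With the spike-in calls of both replicates summed, the share of calls that matched the true state was 98.9% for CC, 95.9% for MC/CM, 94.7% for MM, 96.8% for HC/CH, 94.5% for HM/MH and 96.5% for HH. Each of the 81 entries lay within 0.00478 percentage points of the matrix printed in Fig. 2B. The most frequent miscalls were HM as HC (2.19% of calls) and HM as HH (2.16%), followed by MC as HC (1.96%). A true MM site was called HM in 1.34% of calls and MH in as many. In replicate 1 alone, the lowest accuracy was that of MM, at 92.5%, and the highest that of CC, at 99.2%. In replicate 2 alone, the lowest accuracy was that of HC/CH, at 94.3%, and the highest again that of CC, at 98.3%. The HC/CH value averages 2 sites, with accuracies of 90.0% at the H2 site and 98.7% at the SQ2hmC site.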

Evaluation of the spike-in controls showed that our method accurately resolves all nine CpG states comprising C, mC, and hmC, with a call-rate accuracy of over 94% in each case (Fig. 2*B*). 

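Over all entries of the call-rate matrices, Pearson's r between replicate 1 and replicate 2 was 0.999. Over the 72 entries off the diagonal, Pearson's r was 0.476 and Spearman's rho was 0.887. Entries of a matrix are not independent, so no p-value is given for these correlations. The largest differences between the replicates were in hydroxymethylated miscalls. A true MM site was called HM or MH in 4.51% of calls in replicate 1 and 0.467% in replicate 2, and a true MC site was called HC in 3.49% and 0.615%. A true HC site was called HM in 1.12% of calls in replicate 1 and 3.98% in replicate 2, but this rise rests on 1 of 2 sites. With the orientation of each site taken into account, this miscall made up 2.15% and 7.92% at the H2 site, and 0.0859% and 0.0416% at the SQ2hmC site. Methylated lambda DNA, which is not part of the call-rate matrices, was called HM or MH in 3.88% of calls in replicate 1 and 0.34% in replicate 2. Lambda DNA was called HH in 1.09% of calls in replicate 1 (95% confidence interval 1.06 to 1.12) and 0.0351% in replicate 2 (0.0285 to 0.0427).

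**Figure D1:**
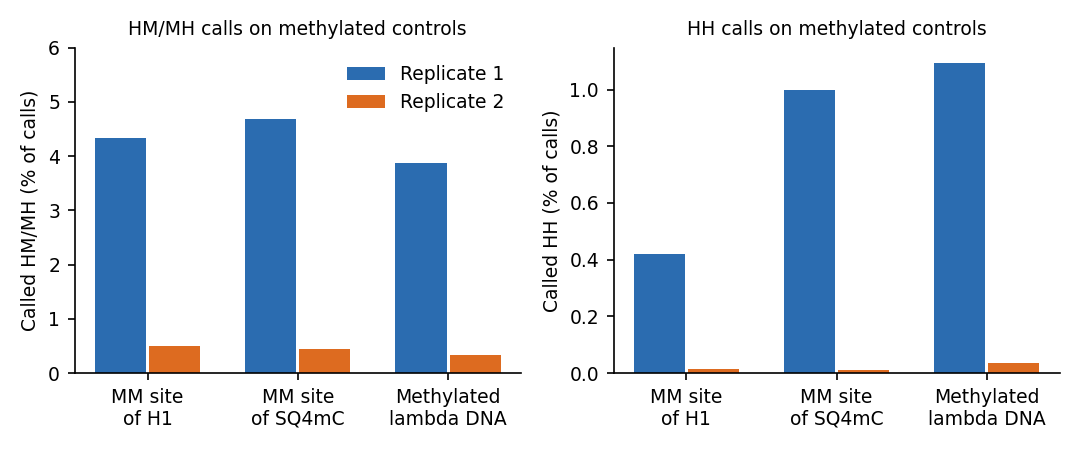
Calls of HM/MH (left) and HH (right), as a percentage of all calls on the y axis, at the MM sites of the spike-ins H1 and SQ4mC and on methylated lambda DNA, with a bar per replicate. On lambda DNA, the HM/MH bars stand at 3.88% in replicate 1 and 0.34% in replicate 2.

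Across the genome, the replicates were compared in 100860 windows of 10 kb that held at least 20 CpG sites covered in both. Spearman's rho between the replicates was 0.934 for CC, 0.881 for MM, 0.545 for MC/CM, 0.575 for HC/CH, 0.271 for HM/MH and 0.0761 for HH. Windows are not independent replicates. Windows of 100 kb moved these values most for HC/CH, to 0.856.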

Call-rate accuracies (Pearson’s *R* = 0.999, *P* < 2.2 × 10^−16^) and bioinformatics analysis (*SI Appendix*, Figs. S2–S5) show close agreement between the two independent datasets. The E14 datasets were thus merged to maximize depth and coverage, resulting in 94.4% of the genome being covered by at least one read—including 18.7 million CpG sites at an average depth of 12.9×. 

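After the coverage minimum, replicate 1 held 82.1% of the calls of the merged data and replicate 2 held 17.9%. The merged depth had a mean of 12.4 and a median of 11 calls per CpG site, and 4520194 CpG sites were covered in both replicates. At these shared sites, the mean depth was 12.0 in replicate 1 and 6.41 in replicate 2. The paper merged the calls before it applied the coverage minimum, whereas the deposited counts already include that minimum in each replicate, so that order could not be repeated.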

Because both original DNA strands are covered in each read pair, this corresponds to a depth of 25.8× when compared to conventional, single-stranded methods. 

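Summing the filtered replicates gave 14075213 CpG sites, which is 64.4% of the 21867550 CpG sites of the reference chromosomes. The share covered was 47.8% in promoters, taken as 1 kb either side of the TSSs of protein-coding genes. It was 59.3% in intergenic DNA, 72.4% in exons, 72.4% in first introns and 73.2% in other introns. A coverage minimum of 10 calls per replicate left 6906148 CpG sites, of which few came from replicate 2, where 249752 sites reached that depth.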

Following additional filtering steps (see Methods), 15.8 million CpG sites were retained.

**Fig. 2.**
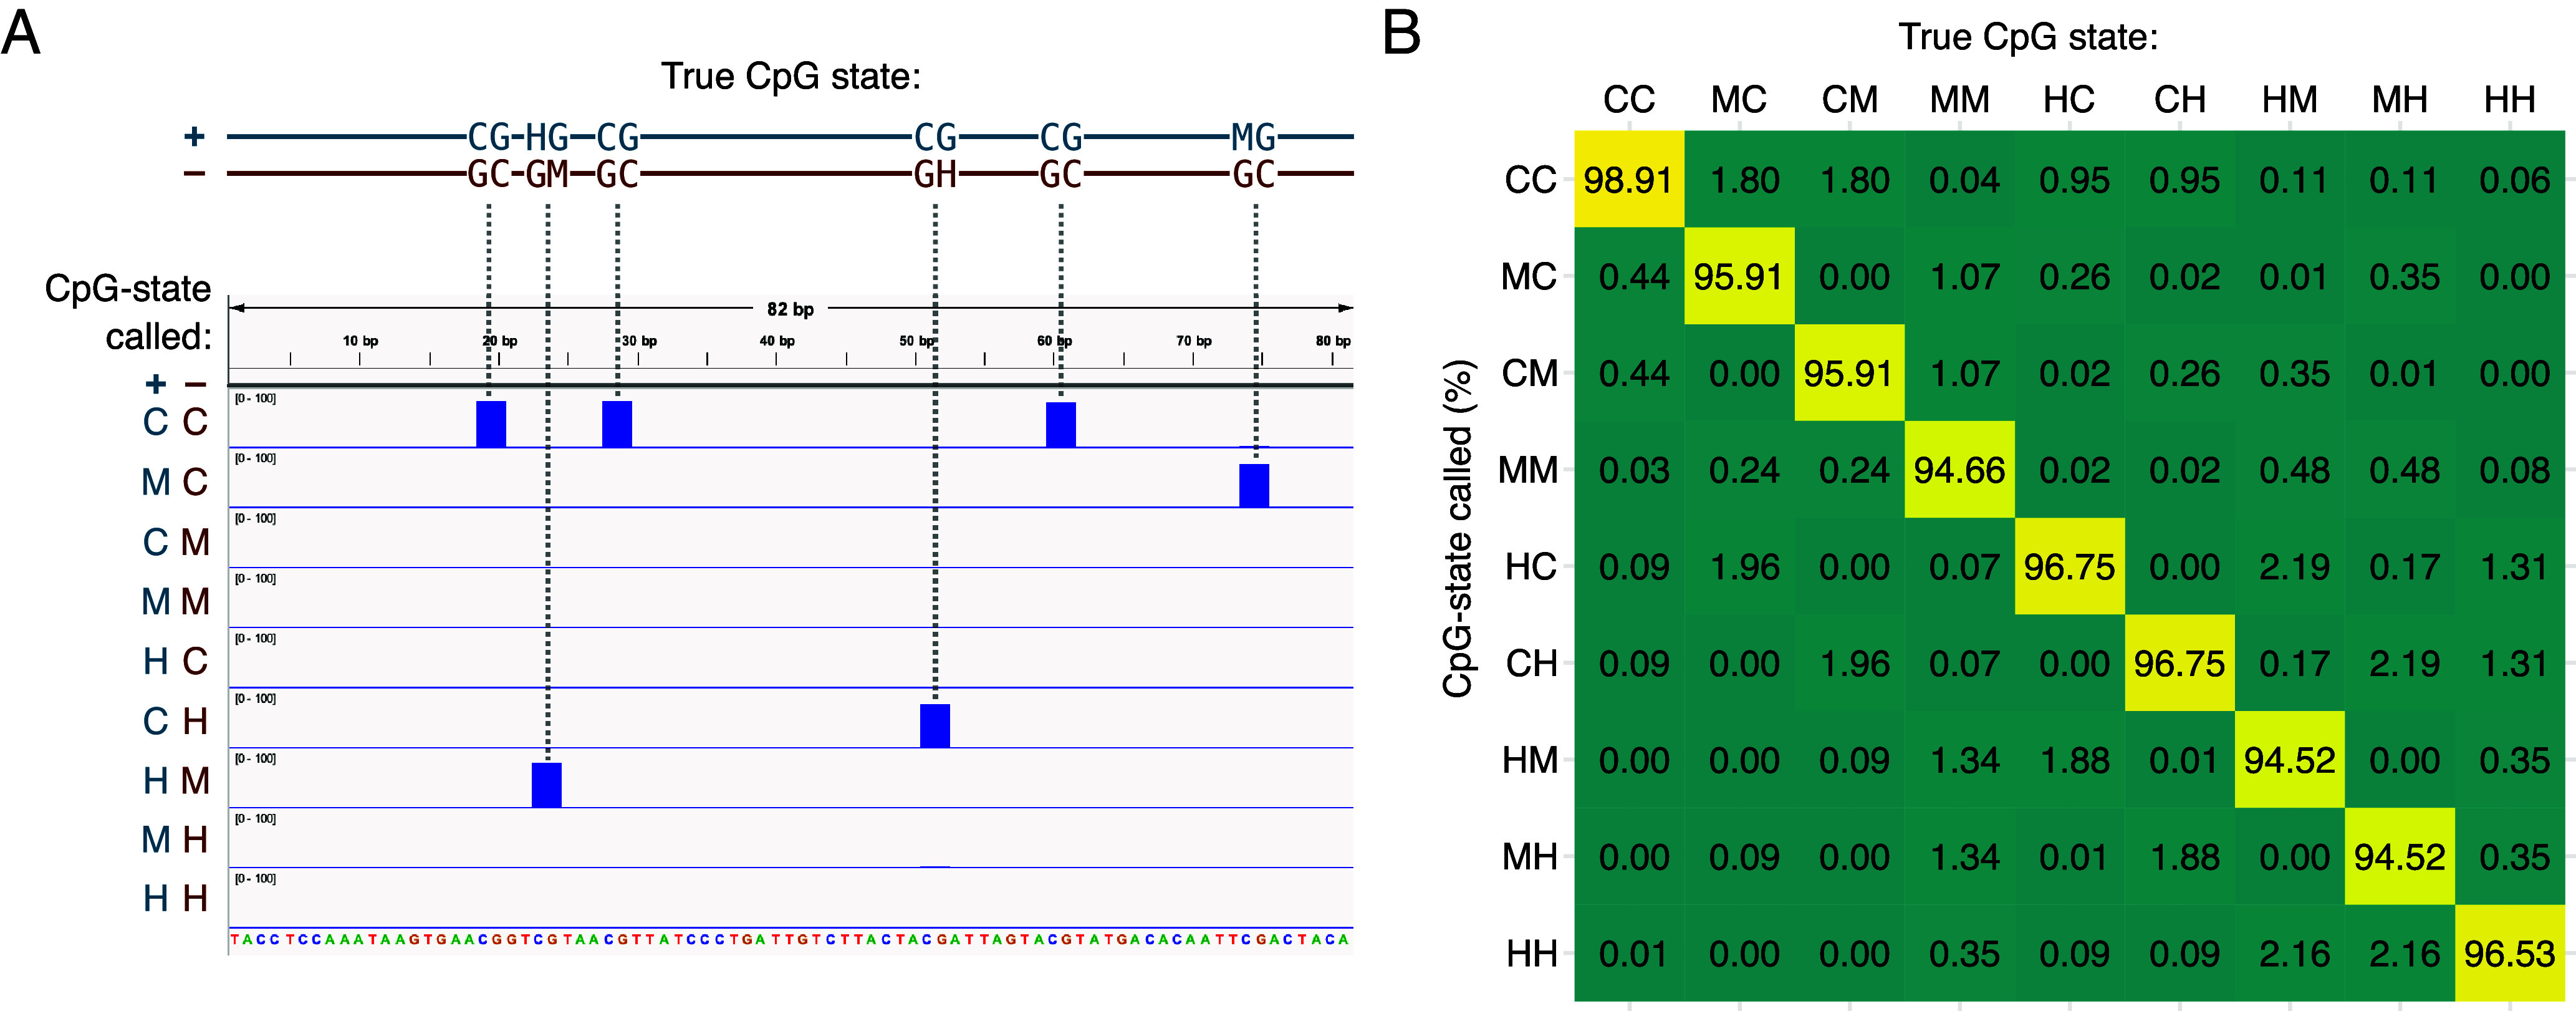
All nine CpG states are accurately resolved in a single experiment. (*A*) Synthetic spike-in containing known CpG states (double-stranded combinations of C, mC, and hmC at CpG sites) with its corresponding CpG-state readout, viewed in IGV (26). Each CpG state is correctly and unambiguously called. (*B*) Confusion matrix showing the rate at which each CpG state in the synthetic spike-ins was correctly called (yellow) versus the rate it was miscalled as each other state (green). All states are called with an accuracy exceeding 94%.

### hmC in mESCs Exists in All Forms and is Mostly Asymmetric.

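As called and before any correction, MM made up 56.5% of the merged calls (95% confidence interval 56.52 to 56.54), CC 21.7% and MC/CM 13.7%. HC/CH made up 3.98% (3.982 to 3.988), HM/MH 3.73% (3.723 to 3.729) and HH 0.402% (0.4015 to 0.4034). The spread between the replicates was far wider than the counting error. As called, HM/MH was 4.00% in replicate 1 and 2.47% in replicate 2 (3.23% ± 1.09, SD, n = 2), and HH was 0.455% and 0.162% (0.309% ± 0.207). HC/CH was 4.06% and 3.66% (3.86% ± 0.280). The main correction uses the merged call rates of Fig. 2B, and each replicate was also corrected with its own call rates from Fig. S2A.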

Having established the accuracy of our method, we performed a global analysis of the mESC epigenome, correcting for the low levels of false positive and negative rates associated with each CpG-state call, as determined from the spike-in data. Our data reveal that all nine possible CpG states comprising C, mC, and hmC exist at substantial levels in the mESC epigenome. 

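After correction with the merged call rates, MC made up 6.40% and CM 6.33% of the merged calls, HC 1.84% and CH 1.84%, and HM 1.07% and MH 1.09%. Corrected with its own call rates, replicate 1 gave 1.77% HC, 1.77% CH, 0.639% HM and 0.657% MH. Replicate 2 gave 1.81% HC, 1.81% CH, 1.05% HM and 1.06% MH. All CpG states other than HH were thus above 0 in both replicates. In replicate 1, the solution for HH with its own call rates was -0.0144%, so HH was not detectable above the miscalls in the genome-wide sum. In the same replicate and with the same call rates, the mean HH level was 0.105% in exons, 0.0454% in promoters, 0.0244% in first introns and 0 in other introns and intergenic DNA. These levels are small beside the genome-wide HH of replicate 1, which was between -0.193% and 0.163% depending on the MM control site used. In replicate 2 with its own call rates, exons were again highest, at 0.230%. Promoters there (0.124%) were not above intergenic DNA (0.130%), so the order of promoters and intergenic DNA did not hold.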

Symmetric methylation (MM) is the most common state globally (60% of all CpG state calls), followed by symmetric unmodified CpG (CC, 22%, Fig. 3*A*). 

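After correction, MM was 59.7% of the merged calls and CC was 21.6%. By replicate, each corrected with its own call rates, MM was 60.4% in replicate 1 and 61.2% in replicate 2 (60.8% ± 0.601, SD, n = 2). CC was 22.0% and 19.5% (20.8% ± 1.79), so the gap between MM and CC was many times the spread between the replicates. Leaving out replicate 1 moved MM most, to 62.9%.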

The next most abundant states are the two forms of hemimethylation (MC and CM denoting mC on the plus and minus strands, respectively), which together constitute 13% of all CpG states. 

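The merged level of MC/CM after correction was 12.7%. Under the own call rates, it was 12.8% in replicate 1 and 13.4% in replicate 2 (13.1% ± 0.441, SD, n = 2). On lambda DNA, MC or CM was called in 3.51% of calls in replicate 1 and 6.43% in replicate 2. Between the orientations, as called, MC exceeded CM by 0.0680 percentage points in replicate 1, on 19 of 19 autosomes (exact sign-flip permutation test, p = 3.8e-06, the smallest possible, 1.14e-05 after Benjamini-Hochberg adjustment over 6 tests). In replicate 2, MC exceeded CM by 0.0713 percentage points, on 18 of 19 autosomes (p = 1.14e-05, adjusted p = 2.29e-05, same exact test). Lambda DNA also carried more MC than CM calls, by 0.178 percentage points in replicate 1 and 0.288 in replicate 2.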

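HC, CH, HM, MH and HH together made up 5.99% of the merged calls after correction and 8.11% as called. Their sum was 4.84% in replicate 1 and 5.88% in replicate 2 when each was corrected with its own call rates (5.36% ± 0.740, SD, n = 2). As called, the order of the replicates was the other way around, with 8.51% in replicate 1 and 6.29% in replicate 2.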

The remaining 6% of CpG states are hydroxymethylated. Strikingly, the vast majority (98%) of hmC is asymmetric, with hmC on one DNA strand and either C or mC on the other (denoted HC/CH and HM/MH, respectively). 

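HC, CH, HM and MH together made up 97.6% of the hydroxymethylated calls of the merged data after correction. This share was 100% in replicate 1, where HH was set to 0, and 97.5% in replicate 2, with own call rates. As called, it was 94.7% in replicate 1 and 97.4% in replicate 2 (96.0% ± 1.96, SD, n = 2). The alternative that lowered the merged share most was to leave the calls uncorrected, at 95.0%.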

Only 2% of all hydroxymethylated CpG sites are symmetrically modified, constituting just 0.1% of all CpG states. 

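The merged level of HH after correction was 0.146% of all calls. This level depends on the rate at which MM is miscalled as HH, which was 0.351% with both replicates, 0.709% in replicate 1 and 0.0117% in replicate 2. The 2 MM sites of the spike-ins differed in that rate in replicate 1, and HH there came out at 0.163% with the rate of the H1 site and at -0.193% with that of the SQ4mC site. In replicate 2, HH was 0.143% and 0.145% with these rates. If hmC fell on the strands independently, the merged levels of hmC on the plus strand (3.06%) and the minus strand (3.07%) would give an HH level of 0.0941%.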

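After correction of the merged calls, HC/CH was 3.68% and HM/MH 2.16% of all calls, a difference of 1.51 percentage points and a ratio of 1.70. HC/CH was higher on 19 of 19 autosomes (exact sign-flip permutation test, two-sided, p = 3.8e-06, the smallest possible). With the call rates of the same replicate, HC/CH was 3.54% and HM/MH 1.30% in replicate 1, a ratio of 2.73. In replicate 2, HC/CH was 3.62% and HM/MH 2.12%, a ratio of 1.71, and both replicates gave the same p-value as the merged calls, with HC/CH higher on every autosome. The difference between the forms was 1.87 ± 0.527 percentage points (SD, n = 2), larger than the spread between replicates. As called, the forms did not differ in replicate 1, where HC/CH was higher on 10 of 19 autosomes by 0.0551 percentage points over all chromosomes (p = 0.264, same exact test), and they differed in replicate 2 on 19 of 19 autosomes by 1.19 percentage points. The level of HM/MH depends on which call rates are used, since a true MM site was called HM or MH in 2.68% of the summed spike-in calls, a rate between those of the replicates. Replicate 2 corrected with the merged rates gave an HM/MH level of 0.745%, and replicate 1 gave 2.47%. With each replicate corrected by its own rates and weighted by its calls, a setting chosen after the data were seen, HM/MH was 1.44% and HC/CH 3.55%.

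**Figure D2:**
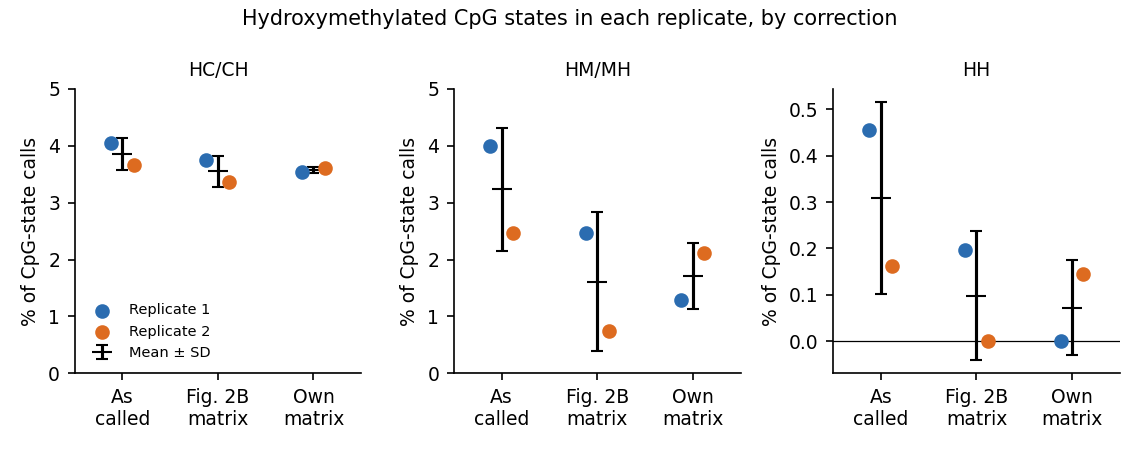
Levels of HC/CH (left), HM/MH (middle) and HH (right), as a percentage of CpG-state calls on the y axis, as called, corrected with the merged call rates of Fig. 2B, and corrected with each replicate's own call rates. Points are replicates, and bars show the mean and SD of n = 2, with own-rate HM/MH levels of 1.30% in replicate 1 and 2.12% in replicate 2.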

The two forms of asymmetric hmC (HC/CH and HM/MH) occur at different rates, with levels of the HC/CH states being almost double those of HM/MH (3.6% and 2% of all CpG states, respectively, Fig. 3*A*). The genomic distributions of different hmC states are distinct (Figs. 3–5 and *SI Appendix*, Figs. S3, S5, and S6).

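CpG sites were assigned to promoters, exons, first introns, other introns and intergenic DNA with the GENCODE vM21 annotation of GRCm38. As called in the merged data, HC/CH rose from 3.79% in intergenic DNA to 4.58% in other introns, 4.99% in first introns and 5.52% in exons, and was 2.44% in promoters. HM/MH was 3.83% in intergenic DNA, 4.16% in other introns, 4.07% in first introns, 4.41% in exons and 1.48% in promoters. Exons exceeded intergenic DNA by 1.73 percentage points in replicate 1 and 1.66 in replicate 2 for HC/CH, and by 0.565 and 0.918 for HM/MH, on 19 of 19 autosomes in each case (exact sign-flip permutation test, p = 3.8e-06, the smallest possible). First introns exceeded other introns in HC/CH by 0.392 and 0.545 percentage points, with the same count of autosomes and the same p-value. For HM/MH, this difference changed sign between the replicates. It was -0.123 in replicate 1 (19 of 19 autosomes lower, exact sign-flip permutation test, p = 3.8e-06, the smallest possible) and 0.143 in replicate 2 (18 of 19 higher, p = 4.2e-05, same exact test). After correction with own call rates, it was 0.124 in replicate 1 and 0.152 in replicate 2.
Mean levels per gene were compared in the 11242 of 21938 protein-coding genes that had at least 50 CpG sites in each replicate. Across these genes, which are not independent replicates, Spearman's rho between the replicates was 0.770 for HC/CH and 0.410 for HM/MH. The highest HC/CH level by the lower of the replicates was that of Tmprss12 (ENSMUSG00000045631.10, chromosome 15, 100280837 to 100293066), at 10.5% in replicate 1 over 122 CpG sites and 9.57% in replicate 2 over 57 sites. Kcnn4, Cntfr, Unc13d and Traf3ip2 followed, with HC/CH levels between 8.97% and 10.2% in either replicate. The highest HM/MH level was that of Slc11a1 (ENSMUSG00000026177.11, chromosome 1, 74375195 to 74386062), at 7.15% over 123 CpG sites in replicate 1 and 7.24% over 50 sites in replicate 2. Dyrk3, Helz2, Fermt3 and Tnfaip6 followed, with HM/MH levels between 6.16% and 7.09% as called. Against these, the median gene had an HC/CH level of 4.94% in replicate 1 and 4.15% in replicate 2, and an HM/MH level of 4.14% and 2.64% as called. When each replicate was corrected with its own call rates, the median HM/MH level was 1.62% in replicate 1 and 2.29% in replicate 2, and rho was 0.523. The 5 genes named for HM/MH, Slc11a1 included, then lay between 3.71% and 5.39% in replicate 1 and between 6.07% and 6.90% in replicate 2.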

**Fig. 3.**
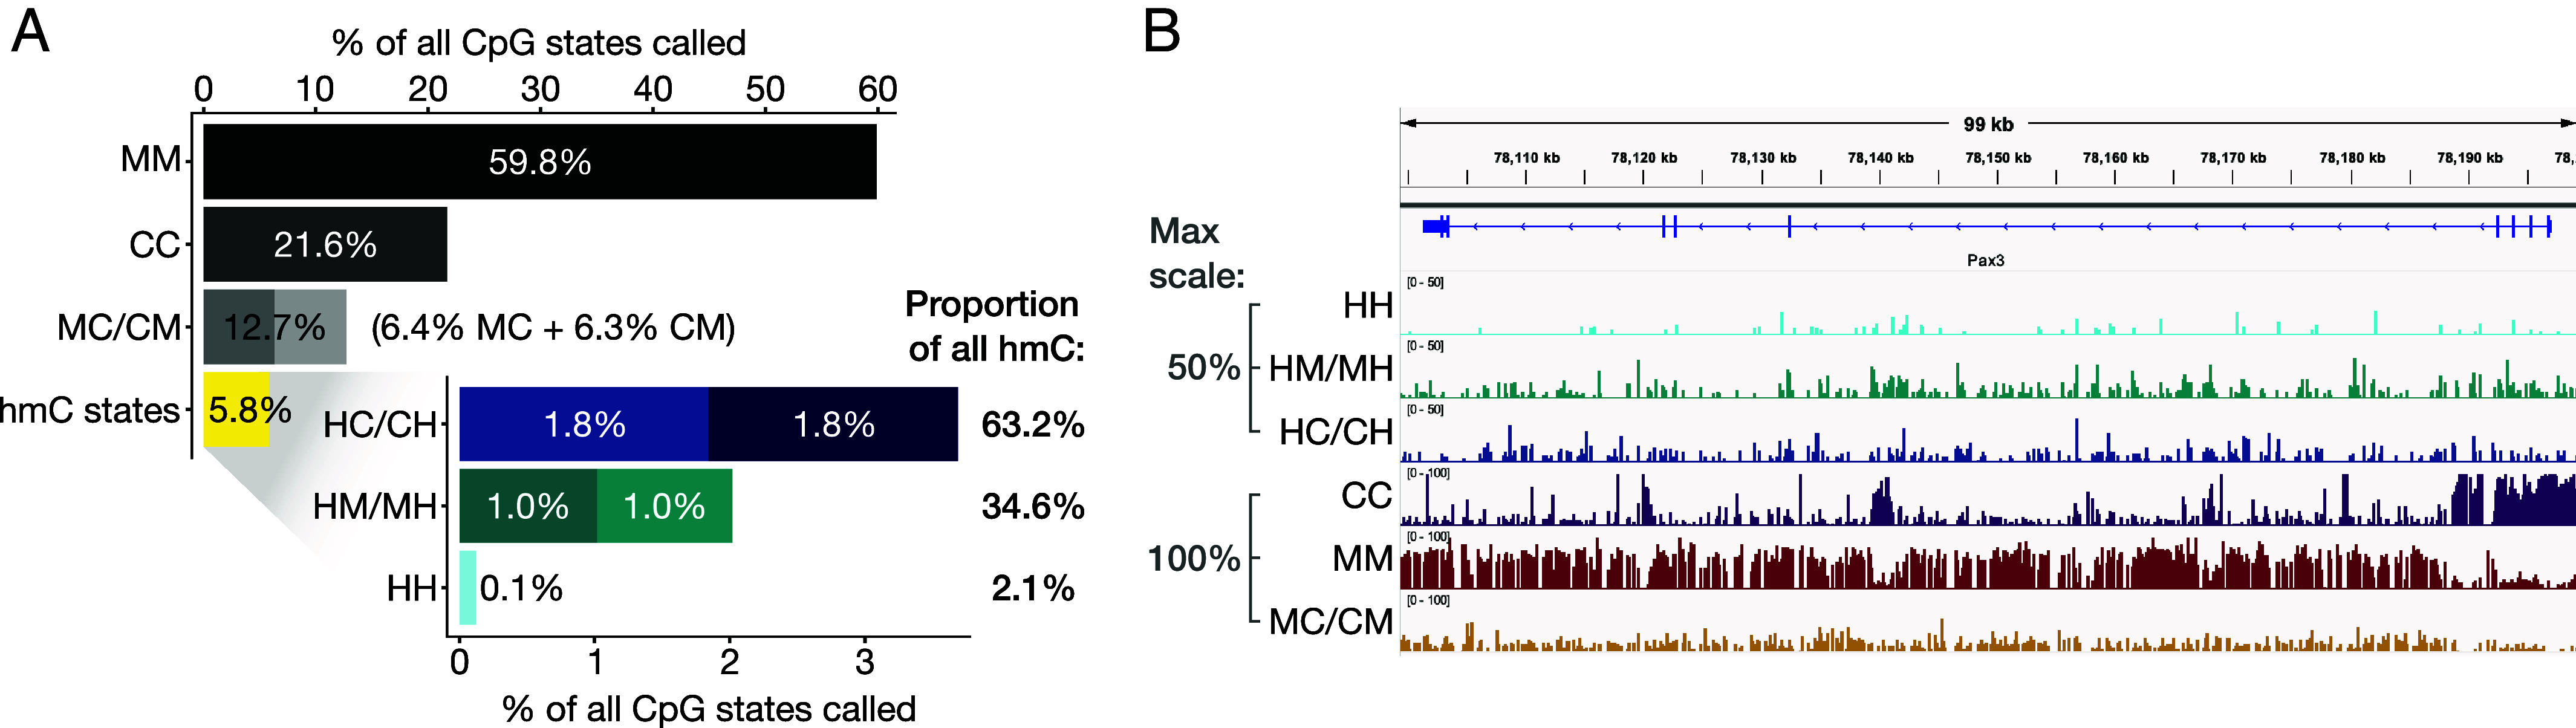
Global abundance and local distribution of CpG states. (*A*) Genome-wide abundance of the nine CpG states comprising C, mC, and hmC, whose distributions depend strongly on their double-stranded context. 18% of all CpG sites are asymmetrically modified. This includes 98% of all hydroxymethylated sites, where, in addition to hmC, the CpG site contains either C (denoted “HC” and “CH,” with hmC on the plus and minus strand, respectively) or mC (“HM” and “MH”). (*B*) Illustrative example of the local distribution of CpG states in the bivalent *Pax3* gene, which encodes a transcription factor critical during embryogenesis and whose aberrant expression is linked to several forms of cancer (27). Data are scaled from 0 to 100%, except for hmC states which are scaled from 0 to 50% for clarity [viewed in IGV (26)].

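MC, CM, HC, CH, HM and MH together made up 18.6% of the merged calls after correction and 21.4% as called. Corrected with own call rates, the sum was 17.6% in replicate 1 and 19.1% in replicate 2 (18.4% ± 1.08, SD, n = 2).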

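Pax3 (ENSMUSG00000004872.15) lies on the minus strand of chromosome 1 of GRCm38, from 78101267 to 78197134, and 920 CpG sites with 11550 calls fell within it. As called in the merged data, the mean levels over these sites were 28.8% CC, 49.5% MM, 12.0% MC/CM, 4.95% HC/CH, 4.08% HM/MH and 0.634% HH. HC/CH was 4.96% in replicate 1 over 893 CpG sites and 3.66% in replicate 2 over 326 sites, and HM/MH was 4.28% and 2.83%. After each replicate's own correction, HM/MH was 1.93% in replicate 1 and 2.52% in replicate 2. At the 71 sites of the promoter, CC was 95.4%, HC/CH 0.999% and HM/MH 0.697%. These promoter levels differed between the replicates, with HC/CH at 0.635% over 65 sites in replicate 1 and 2.13% over 28 sites in replicate 2, and HM/MH at 0.397% and 2.30%. Windows of 1 kb with a mean CC level of at least 50% joined into 5 regions that held 243 CpG sites. The region at the 5′ end of the gene ran from 78188167 to 78197066 and held 1873 calls, with 81.6% CC and 4.05% HC/CH. The region with the highest HC/CH level ran from 78139167 to 78141566, with 53.8% CC and 13.0% HC/CH over 29 CpG sites and 353 calls. Inside the 5 regions, HC/CH was 5.54% in replicate 1 and 6.22% in replicate 2, against 4.76% and 2.61% in the rest of the gene. HM/MH had no common direction, at 2.42% and 4.08% inside against 4.92% and 2.31% in the rest of the gene as called. With own call rates, HM/MH was 1.86% inside and 1.95% outside in replicate 1, and 3.91% and 1.95% in replicate 2.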

**Fig. 4.**
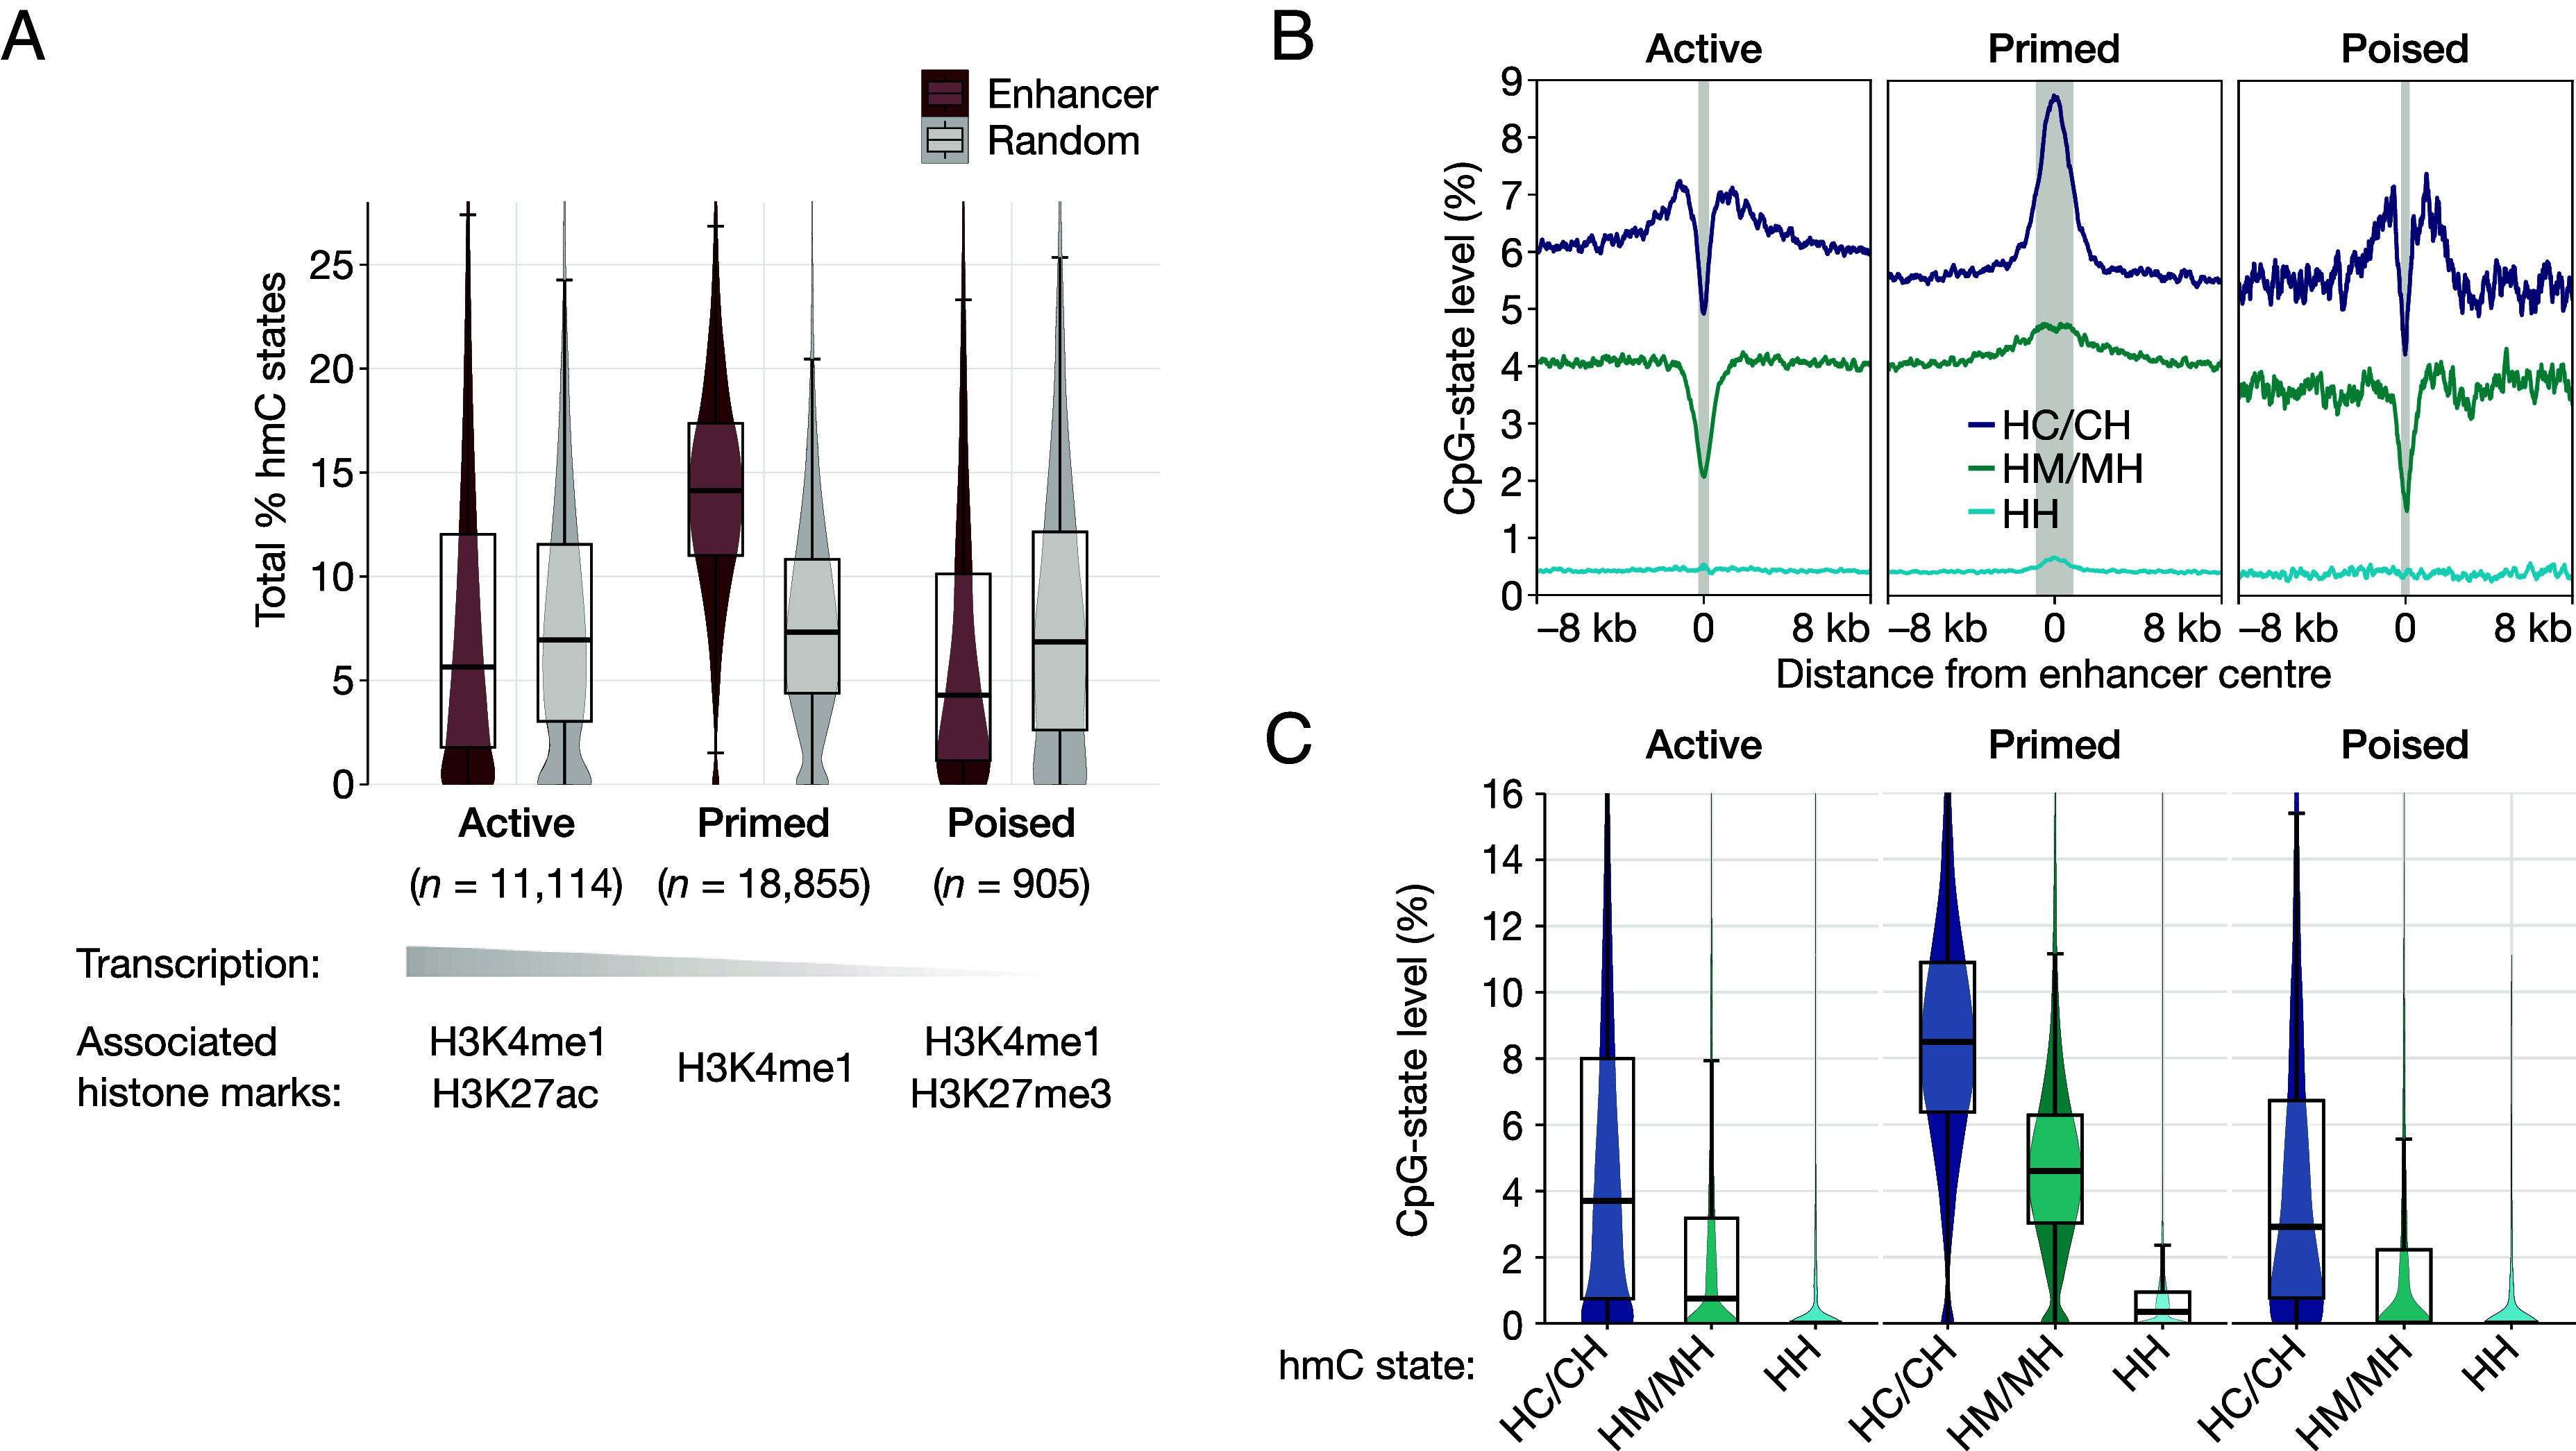
Distribution of hmC states at active, primed, and poised enhancers. (*A*) Total levels of hmC across each enhancer type (crimson), alongside background hmC levels (gray, randomly selected genomic regions of the same size). For each enhancer type—active (*n* = 11,114), primed (*n* = 18,855), and poised (*n* = 905)—characteristic features are also shown (28). Levels are the mean percentage of hydroxymethylated CpG states for each enhancer. Primed enhancers contain high levels of hmC, whereas at active and poised enhancers hmC is somewhat depleted. (*B*) Distribution of hmC states throughout enhancers (200-bp bin size). Shaded regions correspond to the mean length of each enhancer type. Primed enhancers are characterized by a sharp increase in HC/CH and a modest increase in HM/MH, with levels highest at the center of enhancers. Conversely, in active and poised enhancers levels of HC/CH and HM/MH are lowest at the center, though HC/CH levels are elevated at regions directly flanking the enhancers. (*C*) Mean levels of hmC states across each enhancer. hmC at enhancers is overwhelmingly asymmetric and is almost entirely in the HC/CH context, except at primed enhancers, which also contain substantial but lower levels of HM/MH. Median levels of HC/CH at primed enhancers are more than double that at active and poised enhancers. Box-plots: center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range.

**Fig. 5.**
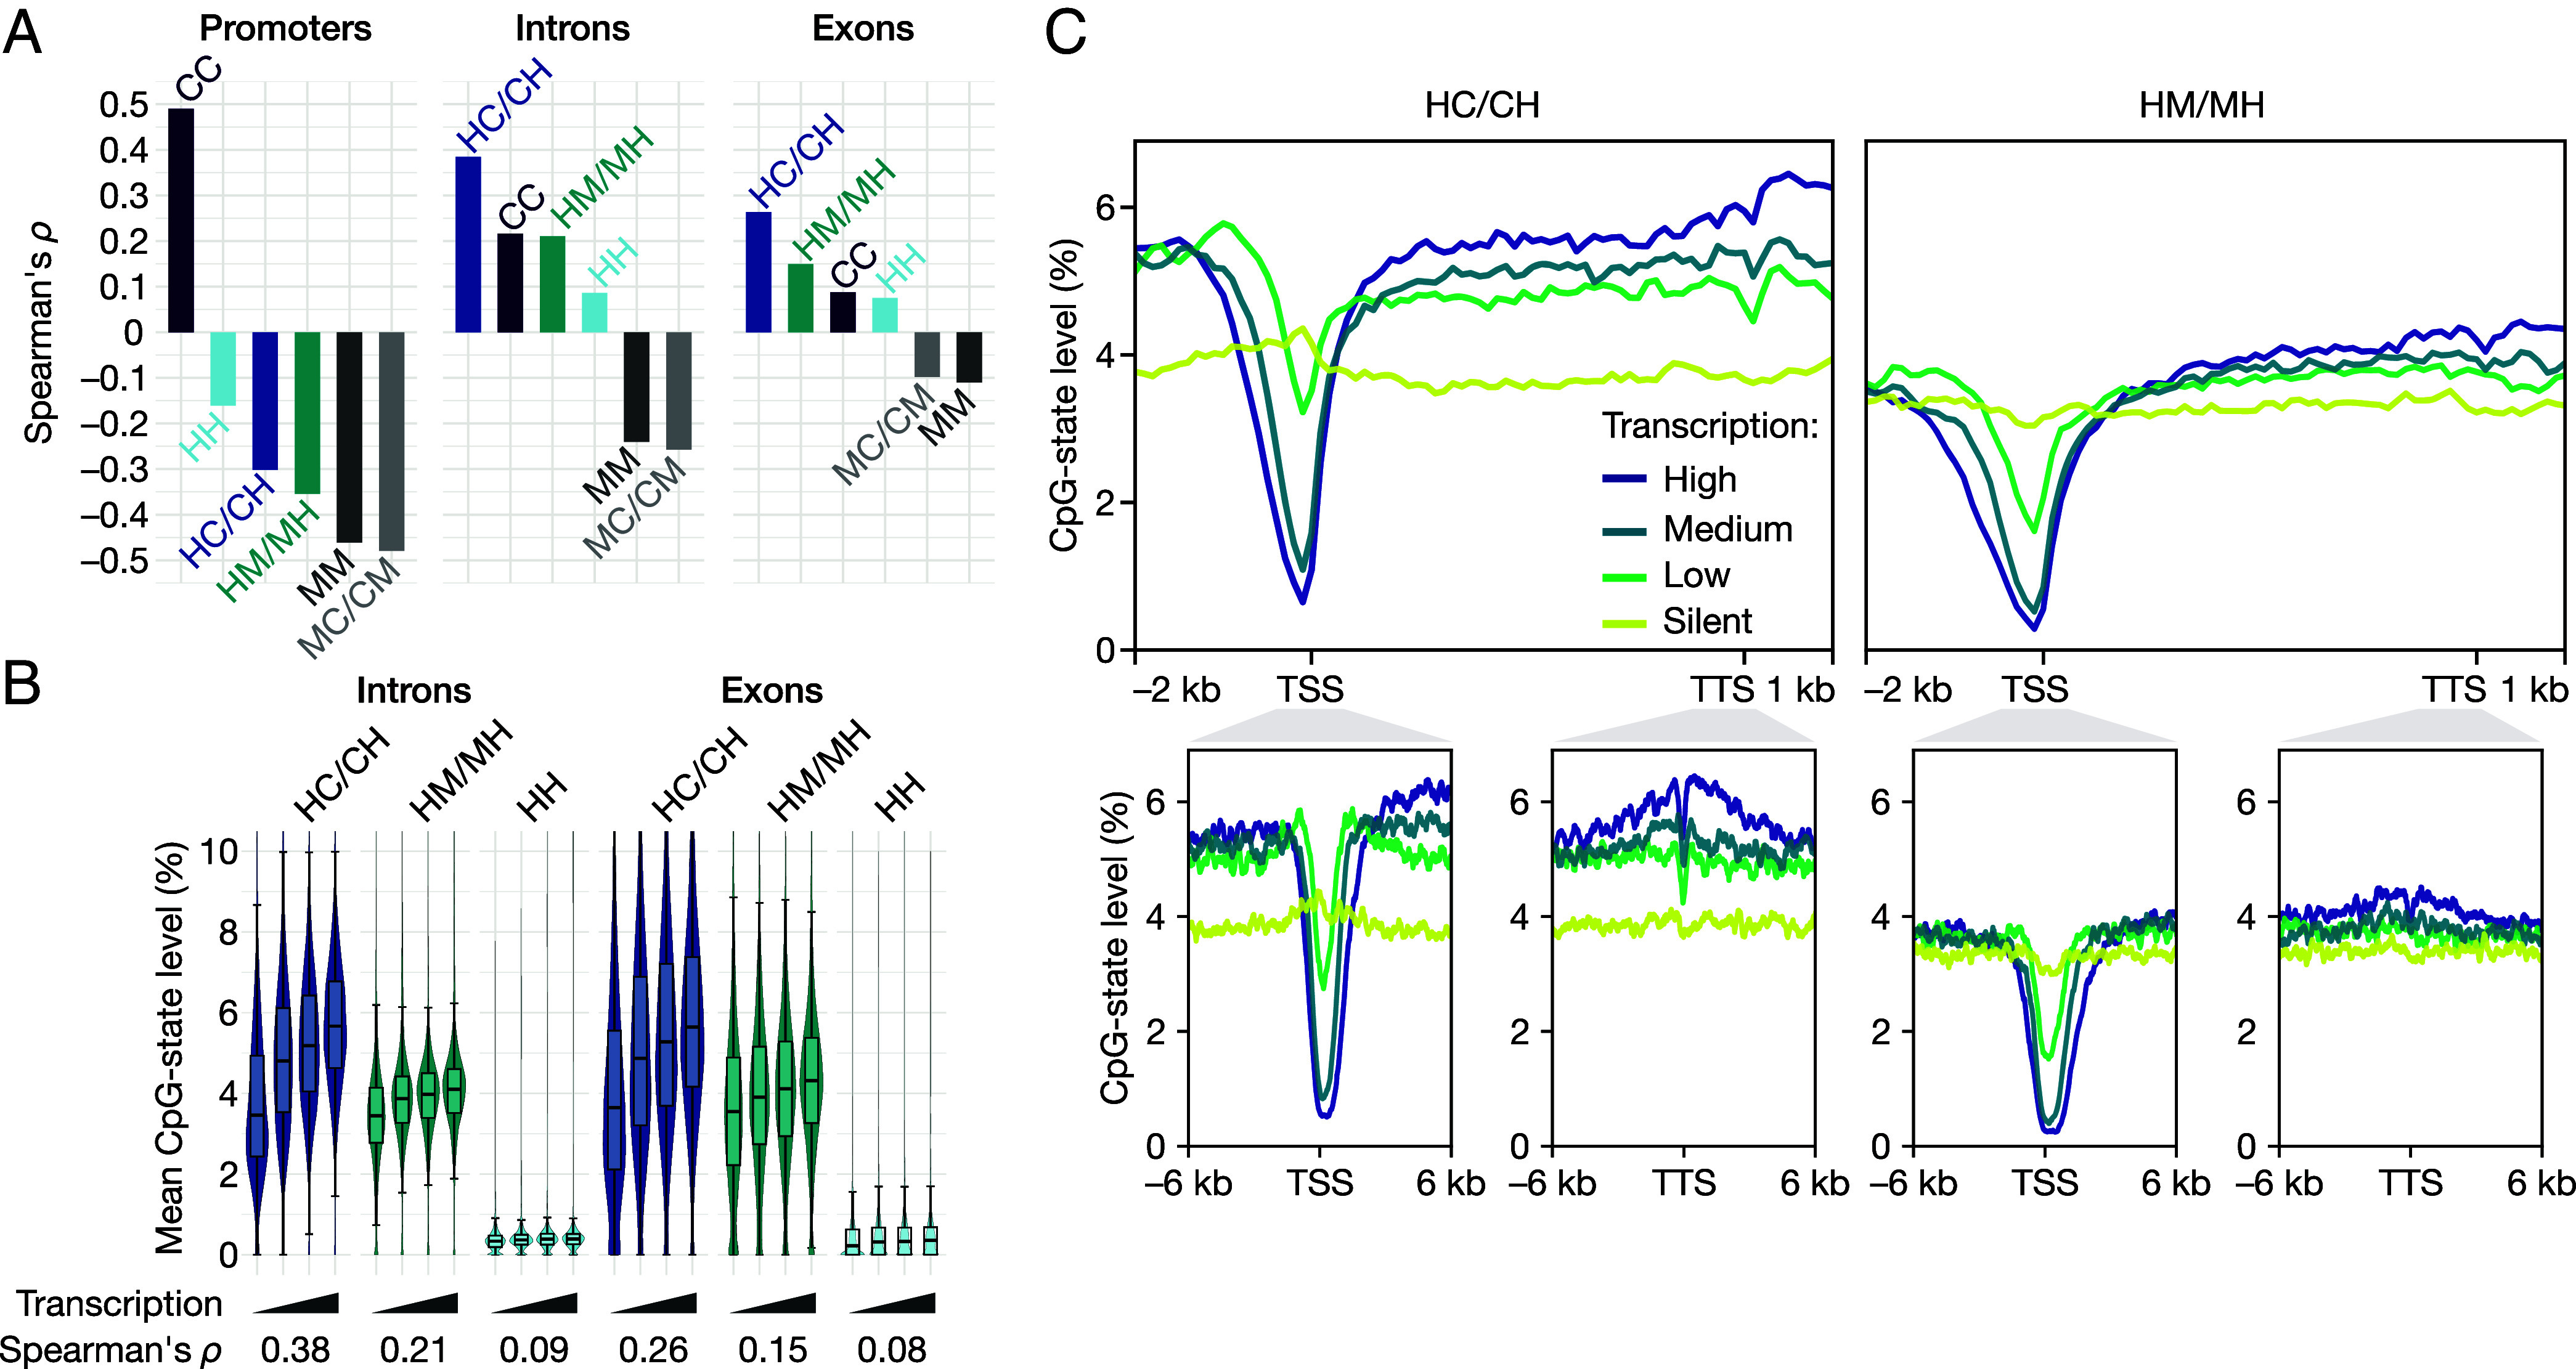
hmC in the HC/CH context dominates hmC’s relationship with transcription at gene bodies and marks transcriptionally active regions. (*A*) Spearman’s correlation coefficients between transcription and CpG-state levels at promoters, introns, and exons of protein-coding genes (*P* < 2.2 × 10^−16^ in all cases, *n* = 16,357, 15,564, and 15,265 genes, respectively). (*B*) Mean levels of hmC states across introns and exons of protein-coding genes, grouped by transcription level: silent (*n* = 4,271), low (*n* = 3,458), medium (*n* = 4,004), and high (*n* = 4,258). Intronic HC/CH levels positively correlate with transcription, with a magnitude close to promoter methylation (*ρ* = 0.38, *P* < 2.2 × 10^−16^ in all cases). The other hmC states, HM/MH and HH exhibit much weaker, positive correlations. (*C*) Distributions of HC/CH and HM/MH across protein-coding genes grouped by transcription level: silent (yellow, *n* = 6,306), low (light green, *n* = 3,778), medium (dark green, *n* = 4,276), and high (blue, *n* = 4,485). In silent genes, the highest levels of HC/CH occur at the TSS, where there is a sharp inversion even for lowly transcribed genes. For all active genes, HC/CH levels are considerably higher than HM/MH levels either side of the TSS region, around the TTS, throughout gene bodies, and even several kilobases upstream of promoters. Box-plots: center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range.

### Primed Enhancers are Characterized by High Levels of HC/CH.

Enhancers are genetic elements that regulate the transcription of distal, cognate genes. They play a central role in cell differentiation by establishing cell-type-specific gene expression programs (29). Oxidation of mC to hmC is key to modulating enhancer activity during the early stages of differentiation (30), with enhancers exhibiting among the highest enrichment of hmC in every cell type examined (31). We determined the distribution of all nine CpG states comprising C, mC, and hmC, at active, primed, and poised enhancers, using the enhancer classifications of Cruz-Molina et al. (28) (whose primary characteristics are outlined in Fig. 4*A*). Contrary to previous reports (15, 30) we find that hmC at active and poised enhancers is somewhat lower than at randomly sampled regions of the genome (Fig. 4*A*). Primed enhancers, however, contain much higher levels of hmC than do other enhancer types and randomly sampled regions (Fig. 4*A*). We next looked at how individual hmC states are distributed around enhancers. The HC/CH states are the most abundant form of hmC across all enhancer types, followed by HM/MH (Fig. 4 *B* and *C*). Notably, primed enhancers exhibit a sharp increase in HC/CH relative to background levels (Fig. 4*B*, S3). By contrast, we observe only a small increase in the HM/MH and HH states at these loci. Unlike primed enhancers, the centers of active and poised enhancers exhibit the lowest levels of both HC/CH and HM/MH. Levels of HC/CH, however, are elevated at the flanking regions of active and poised enhancers, relative to background levels (Fig. 4*B*). The HM/MH states do not exhibit this trend, with levels depleted throughout active and poised enhancers (Fig. 4 *B* and *C* and *SI Appendix*, Fig. S3).

To gain further insight into the role of hmC at enhancers, we reanalyzed published whole-genome bisulfite sequencing data from Tet-triple knockout (TKO) mESCs that lack Tet1, Tet2, and Tet3 (32). Our results suggest that hmC at primed enhancers is primarily not a demethylation intermediate. Despite primed enhancers containing by far the highest hmC levels, Tet-mediated demethylation at these enhancers is considerably lower than at active or poised enhancers (*SI Appendix*, Fig. S7). These findings point to a functional role of hmC at primed enhancers that extends beyond demethylation.

Primed enhancers also contain much higher methylation levels (both hemi- and symmetric) than poised and active enhancers—exceeding those of unmodified cytosine (*SI Appendix*, Fig. S6). Overall, our findings reveal a unique relationship between hydroxymethylation, methylation, and primed enhancers and that the distribution of hmC at enhancers strongly depends on its double-stranded form.

### hmC in the HC/CH Context Marks Active Genes.

Along with enhancers, gene bodies of the most highly expressed genes are enriched in hmC across mammalian cell types (31). Gene-body hmC positively correlates with transcription across a broad range of mammalian tissues (7–9) and relates to maintaining transcriptional fidelity in early mouse embryogenesis (11) and smooth muscle cells (12). The molecular basis of these relationships remains to be fully established, but hmC is suggested to play a causal role (10–12). Strikingly, our results reveal that the relationship between hmC and transcription strongly depends on its double-stranded context (HC/CH, HM/MH, or HH). First, we determined the distributions of hmC states at gene bodies, transcription start sites (TSSs) and transcription termination sites (TTSs) for protein-coding genes grouped by transcript level. 

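Expression values were not used here, so genes are not divided by transcript level. The levels are means over the CpG sites at all 20807 autosomal protein-coding genes. In bins of 200 bp around the TSS, the merged levels as called were lowest within 1 kb of the TSS, at 1.19% for HC/CH, 0.704% for HM/MH and 0.100% for HH. In the outer flank, between 4 and 6 kb upstream of the TSS, they were 4.99%, 3.72% and 0.424%. In gene bodies scaled to 5 kb, HC/CH was 4.66% in replicate 1 and 4.04% in replicate 2, HM/MH was 4.15% and 2.65%, and HH was 0.476% and 0.179%. HC/CH in scaled gene bodies was thus below the outer flank, which was at 5.05% in replicate 1 and 4.58% in replicate 2. HC/CH downstream of the TSS (5.36% and 4.85%) and upstream of the TTS (5.34% and 4.88%) lay above that flank. In the gene-body mean, each gene weighs by its CpG sites, and flanks may lie in other genes. Gene bodies were thus not compared here with DNA outside genes. By annotation in replicate 1, HC/CH was 5.58% in exons, 5.05% in first introns and 4.66% in other introns, against 3.85% in intergenic DNA. For HM/MH, the direction between gene bodies and the outer flank differed between the replicates, with outer flanks of 3.90% and 2.69%. With its own call rates, HM/MH in gene bodies was 1.57% in replicate 1 and 2.30% in replicate 2, below outer flanks of 1.60% and 2.35%. Downstream of the TSS, HM/MH was 1.71% and 2.51% with own rates, and upstream of the TTS 1.82% and 2.63%, above these flanks. With the Fig. 2B rates, the merged level was higher in gene bodies (2.44%) than in the outer flank (2.38%), so the direction depends on the call rates used. Within 1 kb downstream of the TTS, the merged level was 5.15% for HC/CH and 3.84% for HM/MH.

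**Figure D3:**
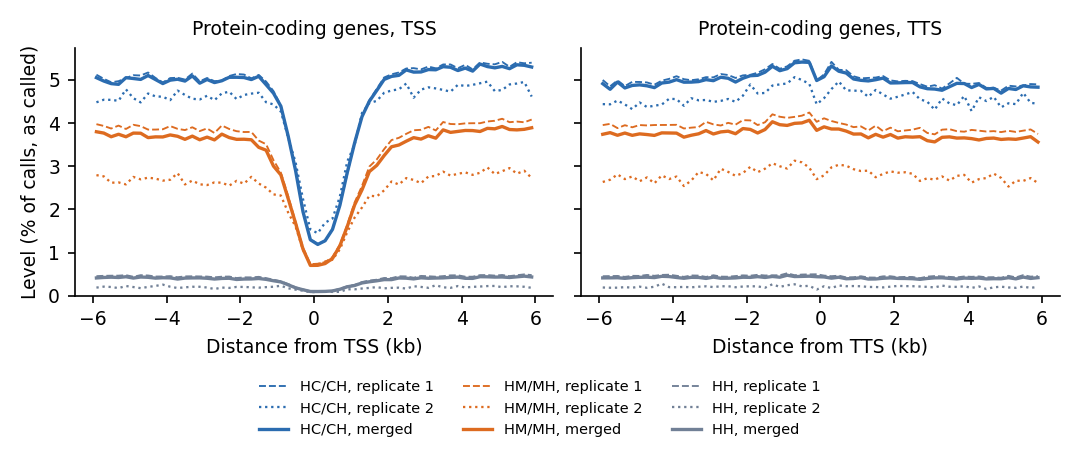
Mean levels of HC/CH, HM/MH and HH as called, in percent of calls on the y axis, against the distance from the TSS (left) or TTS (right) of protein-coding genes in kb, for replicate 1, replicate 2 and the merged calls. The lowest merged levels near the TSS are 1.19% for HC/CH and 0.704% for HM/MH.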

All hmC states exhibit unique distributions, with HC/CH showing the strongest relationship with transcription (Fig. 5). At gene bodies, HC/CH levels increase substantially with increasing transcription (Fig. 5). This effect is much stronger than for HM/MH (Fig. 5) and is negligible for HH (Fig. 5*A*). HC/CH levels also increase markedly with transcription around the TTS—the highest levels occurring just downstream of the most highly transcribed genes (Fig. 5*C*). By contrast, at the TSS we observe an inverse relationship between transcription and HC/CH levels. Within silent genes, HC/CH levels at the TSS are higher than in any other region, whereas within active genes they are at their minimum, decreasing with increasing transcriptional activity (Fig. 5*C*). Notably, even several kilobases upstream and downstream of the TSS and TTS, HC/CH levels differ considerably according to transcript level, while HM/MH levels do not (Fig. 5*C*).

Next, we determined the correlation between the levels of each CpG state and transcription at promoters (±1 kb from the TSS), introns, and exons (Fig. 5*A*). We find that this relationship is strongly affected by both the CpG state and its genomic context. At promoters, all modified CpG states negatively correlate with transcription. This relationship is strongest for hemimethylation (*ρ* = –0.48, *P* < 2.2 × 10^–16^), closely followed by symmetric methylation (*ρ* = –0.46, *P* < 2.2 × 10^–16^). Of the hydroxymethylated states, HM/MH exhibits the strongest relationship at promoters (*ρ* = –0.35, *P* < 2.2 × 10^–16^), followed by HC/CH (*ρ* = –0.30, *P* < 2.2 × 10^–16^) and HH (*ρ* = –0.16, *P* < 2.2 × 10^–16^). At promoters, the unmodified CC state is the only CpG state that correlates positively with transcription, its magnitude being comparable to hemi- and symmetric methylation (*ρ* = 0.49, *P* < 2.2 × 10^–16^).

At gene bodies, by contrast, our results reveal that the relationship between all hmC states and transcription is positive in all cases. Furthermore, HC/CH exhibits the strongest correlation with transcription of any CpG state (Fig. 5 *A* and *B*). Notably, the strength of this relationship (*ρ* = 0.38, *P* < 2.2 × 10^–16^, Fig. 5*A*) is comparable to that of symmetric methylation at promoters (*ρ* = –0.46, *P* < 2.2 × 10^–16^). We find that gene-body methylation (hemi- and symmetric) negatively correlates with transcription. The two forms of methylation exhibit similar strengths at introns (*ρ* = –0.26 and –0.24, respectively, *P* < 2.2 × 10^–16^) and exons (*ρ* = –0.10 and –0.11, respectively, *P* < 2.2 × 10^–16^). Both forms of methylation exhibit a stronger correlation at the first intron than at all other introns, with the effect being greater for symmetric methylation (*SI Appendix*, Table S3).

Our data reveal a key relationship between asymmetric CpG states and transcription. Thus, we next explored whether this relationship is affected by the orientation of these asymmetric states with respect to a given gene (e.g., whether hemimethylated CpG sites correlate more strongly with transcription when the mC residue is on the coding strand). We observe no appreciable strand-dependent effect of either mC or hmC on transcription (*SI Appendix*, Fig. S8).

We then looked at whether combining information from multiple CpG states can be a more powerful predictor of a gene’s transcription level than individual states. We factored together the levels of CpG states at promoters, introns, or exons in a pairwise manner and determined the resulting correlation with transcription. Of all such combinations, we find that levels of CC at promoters combined with intronic HC/CH correlate most strongly with transcription (*ρ* = 0.54, *P* < 2.2 × 10^–16^)—more than either state does separately, and more than any other CpG state does individually, regardless of region. Together, these data show that different forms of hmC have distinct relationships with transcription.

## Discussion

We have decoded the mESC genome and DNA epigenome simultaneously, resolving the four genetic states (A, C, G, T) and nine epigenetic states of C, mC, and hmC at CpG sites across both strands (CpG states). The question of whether hmC at CpG sites is predominantly symmetric has been controversial and unresolved. Some studies estimated that symmetric hmC predominates in mESCs (33, 34), with relative levels exceeding 90% (33), whereas others have suggested a higher prevalence of asymmetric hmC (15, 35). Our results show that the vast majority (~98%) of hydroxymethylation at CpG sites is asymmetric. Furthermore, our ability to sequence C and mC simultaneously alongside hmC has revealed that both forms of asymmetric hmC (where the CpG site contains hmC and either C or mC on the opposite strand) are relatively common and have distinct genomic distributions and relationships with transcription. This is consistent with previous work using hairpin oxidative bisulfite sequencing, in which different hmC states were statistically inferred at targeted genomic loci in mESCs (36, 37). The authors found substantial levels of both asymmetric forms of hmC (HM/MH and HC/CH) and that these asymmetric forms predominate in both the primed and naïve states (and their intermediates) of the loci examined. The proportion of hmC states was also found to vary according to both locus and mESC state (37). Hairpin-bisulfite sequencing has also been used by others at a wider scale (covering 17.3% of CpG sites in the mouse genome), identifying substantial levels of hemimethylation in mESCs (38), consistent with our work.

Our observation that hmC is overwhelmingly asymmetric genome-wide would preclude a maintenance mechanism for hmC that is analogous to mC. In maintenance methylation, mC symmetry at CpG sites is crucial; upon replication, each daughter strand carries one of the two marks at a given locus, enabling direct transmission of methylation information from the parent cell to both daughter cells. Our findings raise key questions about the fate of hmC upon replication, and how this affects the epigenetic states of daughter cells.

Very recent work using nanopore-based duplex sequencing has found that hmC is also predominantly asymmetric in terminally differentiated tissue (mouse cerebellum) (39). Notably, the relative proportions of hmC states differ markedly between these systems. In the cerebellum, the most abundant states are HM/MH (72% of all hmC), followed by HH (17%) and HC/CH (11%). By contrast, in primed mESCs, we find that the HC/CH states are most abundant (63%), followed by HM/MH (35%) and HH (2%). These observations demonstrate pronounced, tissue-specific differences in the double-stranded mammalian epigenome, which could extend to other cell types. 

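As shares of the hydroxymethylated calls after correction, HC/CH made up 61.4%, HM/MH 36.1% and HH 2.45% of the merged data. With its own call rates, the shares of HC/CH and HM/MH were 73.2% and 26.8% in replicate 1, with HH at 0. In replicate 2, they were 61.5% and 36.0%, with HH at 2.47%. Replicate 2 corrected with the merged rates gave 81.9% and 18.1%. As called, HC/CH made up 47.7% in replicate 1 and 58.2% in replicate 2. HC/CH was the largest share in each of these settings, although in replicate 1 as called HM/MH followed closely at 47.0%.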

Further work is needed to determine the mechanistic basis of these observations.

We observe key differences in the behavior of hmC, depending on whether C, mC, or hmC occurs on the other strand of the CpG site. 

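Each CpG site within protein-coding genes was assigned the strand of its gene, at 6789329 sites in replicate 1 and 2498664 sites in replicate 2, and the calls with hmC on the sense and the antisense strand were compared per autosome. This comparison was chosen after the data were seen. As called, HC/CH differed by -0.000489 percentage points (sense minus antisense) in replicate 1, with the antisense strand higher on 11 of 19 autosomes (exact sign-flip permutation test, two-sided, p = 0.969). In replicate 2, HC/CH differed by -0.0118 percentage points, with the antisense strand higher on 14 of 19 autosomes (same exact test, p = 0.0313, or 0.0469 after adjustment over the 6 tests of this family). HM/MH differed by -0.0473 percentage points in replicate 1 and -0.0465 in replicate 2, with the antisense strand higher on 19 of 19 autosomes in both (same exact test, p = 3.8e-06, the smallest possible). This difference in HM/MH is -1.15% and -1.76% of both orientations together. Relative to the reference instead of the gene, HC exceeded CH by 0.00482 percentage points in replicate 1 (p = 0.105) and 0.00713 in replicate 2 (p = 0.0266, adjusted p = 0.0319), by the same exact test. HM was below MH, by -0.0172 percentage points in replicate 1 on 19 of 19 autosomes and -0.00968 in replicate 2 on 15 of 19 (exact sign-flip permutation test, p = 3.8e-06, the smallest possible, and 0.00679).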

Notably, though, for a given asymmetric form of hmC (e.g., HC/CH), we observed no overall strand bias for one orientation versus the other, relative to gene orientation (i.e. whether the hmC is on the sense or antisense strand). This may reflect some equivalence between the two orientations, or perhaps that any differences are resolvable only with longer read lengths or at the single-cell level. Further work is needed to establish this.

Strikingly, we find that total hmC levels at primed enhancers vastly exceed those at poised and active enhancers. Furthermore, poised and active enhancers are somewhat depleted in hmC overall, though with elevated levels of HC/CH at the flanking regions. This seemingly contradicts earlier reports of strong hmC enrichment at these enhancer types (15, 30). However, these studies defined poised enhancers differently by using the presence of H3K4me1 and absence of H3K27ac, rather than the presence of H3K27me3. Such studies may therefore not have differentiated between poised and primed enhancers, as defined by Cruz-Molina et al. (28). For active enhancers, a similar depletion of hmC has indeed been observed by others (30). Our data also reveal the double-stranded context of C, mC, and hmC at enhancers. We observe major differences in the distributions of all CpG states, both within enhancers and between enhancer types. The predominant form of hmC at active, poised and primed enhancers is the HC/CH states. Notably, primed enhancers are unique in also having elevated levels of the HM/MH states, and in having comparatively higher levels of symmetric and hemimethylation, which has not previously been identified. As we cannot determine the lifetime of CpG states, further work is needed to establish whether the abundance of CpG asymmetry at primed enhancers reflects continual cycles of methylation and active demethylation, or whether these marks are stable. However, our finding that Tet-mediated demethylation is low at primed enhancers suggests a distinct role for hmC at this enhancer state. This is consistent with our previous work, showing that a large proportion of hmC in mESCs and other mouse tissue is long-lived (4). At active and poised enhancers, we observe very similar distributions of CpG states, which may reflect that they are alike in many of their features (e.g., p300 and BRG1 binding, and comparable levels of nucleosomal depletion) (40).

As well as being the major form of hmC at enhancers, our results reveal that the HC/CH states largely account for the widely reported correlation (7–10) between gene-body hydroxymethylation and transcription. Notably, the combined levels of intronic HC/CH and promoter CC show a stronger correlation with transcription than either does alone—and strikingly, even more strongly than promoter methylation. This suggests a functional relationship between CpG states in different genic regions and transcription and highlights the importance of simultaneously resolving double-stranded CpG states. Further characterization of this relationship using machine-learning approaches may enhance its predictive power for transcription. Unlike other forms of hmC, the HC/CH states also exhibit clear differences several kilobases either side of the TSS and TTS, where levels are considerably higher even for lowly transcribed genes, indicating that these states mark broader regions of active transcription.

Overall, our work demonstrates that resolving C, mC, or hmC on single-stranded DNA is insufficient to characterize the functional status of a CpG site. The behavior of epigenetic bases also depends on whether C, mC, or hmC occurs on the opposite strand. Thus, different double-stranded forms of hmC are not equivalent, and different combinations of these states at CpG sites constitute distinct units of regulatory information. We anticipate that this methodology will prove useful in providing a more comprehensive analysis of DNA epigenetic states in the future.

## Materials and Methods

### Cell Culture.

Basal medium for mESC cultures was DMEM high glucose (Sigma, D6546-500 mL) containing 15% FBS (Gibco, 16141079), 2 mM GlutaMax-I (Gibco, 35050-038), 1 × NEAA (Gibco, 11140-035) and 0.1 mM β-mercaptoethanol (Sigma, M3148 -25 mL diluted to 50 mM in 50 μM EDTA/PBS solution). mESCs were regularly maintained on gelatin (G9391-100G)-coated plates by supplementing basal medium with 1,000 U/mL LIF (PeproTech, murine LIF, 250-02-25UG). Cultures were routinely monitored for *Mycoplasma* contamination.

### Isolation of gDNA.

Isolation of gDNA samples was performed as described previously (41) with the following modifications: Cultures were washed in PBS and lysed by adding RLT buffer (Qiagen) containing 1:100 β-mercaptoethanol. Isolation of genomic DNA was performed with Zymo-Spin IIC-XL columns according to the instruction of the ZR-Duet DNA/RNA MiniPrep Kit (Zymo Research). Lysates were applied onto spin columns, and bound material was incubated for 10 min with Genomic Lysis Buffer (Zymo Research) supplemented with 0.2 mg/mL RNaseA (Qiagen). After washing genomic DNA was eluted in water.

### Preparation of Sequencing Libraries.

Genomic DNA was sonicated using a Covaris M220 (150-bp target size). Fragments of ~100 bp were then isolated by automated pulsed-field gel electrophoresis (BluePippin, 3% agarose, Sage Science, catalog number BDQ3010) according to the manufacturer’s protocol. 100 ng of the purified fragments was combined with the “H1” and “H2” spike-in controls (0.38 ng each, ATDBio Ltd, see *SI Appendix*, Table S1 for sequences), 1 μL of spike-in control (duet evoC, biomodal, catalog number 6101), and adjusted to 50 μL with low-EDTA TE buffer (VWR, catalog number A8569). Samples were end-repaired and A-tailed (NEB Ultra II End Repair/dA-Tailing Module, catalog number E7546S) and adapter-ligated (NEB Ultra II Ligation Module, catalog number E7595S) according to the manufacturer’s guidelines, except that 3.75 μL of a 1:1 mixture of custom, preannealed hairpin adapters (obtained from ATDBio Ltd, see *SI Appendix*, Table S2 for sequences) was used from a stock of 5 μM per adapter. Prior to their mixing, each of these hairpin adapters was annealed separately in a buffer of 10 mM Tris·HCl, 0.1 mM EDTA, and 100 mM NaCl, pH 8.0.

Following a clean-up (1.6 × SPRISelect, Beckman Coulter, catalog number B23317), eluting in 23.75 μL nuclease-free water, samples were combined with rCutSmart buffer (10×, NEB) and 3.25 μL USER enzyme mix (NEB, catalog number M5505S), incubated (37 °C, 30 min), then purified by spin column (DNA Clean & Concentrator 5, Zymo Research, catalog number D4014), eluting in 13 μL DNA Elution Buffer. 12 μL of each DNA sample was combined with 2.5 μL nuclease-free water, 2.5 μL NEB Buffer 4 (10×), 0.5 μL dNTPs (10 mM stock, NEB, catalog number N0447S), 2.5 μL UDP-glucose (Thermo Scientific, catalog number EO0831), 2 μL Polynucleotide Kinase (NEB, catalog number M0201S), 2 μL Klenow Fragment *exo*– (Thermo Scientific, catalog number EP0422), and 1 μL T4 β-glucosyltransferase (Thermo Scientific, catalog number EO0831). Following incubation (37 °C, 30 min) a 1.2 × SPRISelect clean-up was performed, eluting in 14 μL Tris.HCl (10 mM, pH 8.0). Samples were then denatured and reannealed (95 °C, 2 min, then cooling to 10 °C at a rate of 0.1 °C/s). To ensure maximal ligation efficiency in the following step, 13.5 μL of each reannealed sample was combined with low-TE buffer (11.5 μL), NEBNext Ultra II End Prep Reaction Buffer (3.5 μL) and NEBNext Ultra II End Prep Enzyme Mix (1.5 μL), and incubated (30 min at 20 °C, then 30 min at 65 °C). Ligation of the constructs to an Illumina-compatible Y-shaped adapter was performed by premixing the 30-uL DNA sample with EM-seq adapter (1.25 μL, 15 μM stock, NEB, catalog number E7140S) followed by NEB Ultra II Ligation Master Mix (15 μL) and NEB Ultra II Ligation Enhancer (0.5 μL). Following incubation (20 °C, 15 min), samples were immediately purified (1 × SPRISelect), eluting with 16 μL nuclease-free water. Next, the construct was treated with a series of enzymatic reactions using an early access duet evoC kit from biomodal. The MT Enzyme (2 μL, biomodal) was diluted with nuclease-free water (51.3 μL). To each 15-uL DNA sample was then added MT Buffer (6 μL, biomodal), MT Additive 3 (0.4 μL, biomodal), diluted MT Enzyme (2 μL, biomodal), MT Additive 2 (0.8 μL, biomodal), MT Additive 1 (1.5 μL, biomodal), and nuclease-free water (4.3 μL). Samples were then incubated (23 °C, 1 h). Next, the oxidation reaction was assembled by combining the DNA sample (30 μL) with Ox Additive 1 (10 μL, biomodal, reconstituted according to the manufacturer’s instructions), DTT (1 μL, biomodal), hmCP Enzyme Additive (1 μL, biomodal), hmCP Enzyme (1 μL, biomodal), and Ox Enzyme (2 μL, biomodal). Ox Additive 2 (1 μL, biomodal) was then diluted in nuclease-free water (1,249 μL), and 5 μL of this solution was added to the DNA-containing reaction mixture. Following incubation of the samples (37 °C, 1 h), PRK (1 μL, biomodal) was added, followed by further incubation (10 mins at 37 °C, then 10 mins at 55 °C, lid heated to 85 °C). Samples were then purified (1.8 × SPRISelect); each was eluted in 32 μL nuclease-free water, of which 31 μL was collected. 1 μL of each sample was used for quantitation (Qubit dsDNA HS). For the deamination reaction, to each 30 μL DNA sample was added nuclease-free water (12.7 μL), DA Buffer (17.5 μL, biomodal), ATP (1.8 μL, biomodal), MgCl_2_ (3.5 μL, biomodal), DA Enzyme 1 (2 μL, biomodal), and DA Enzyme 2 (2.5 μL, biomodal) and the samples incubated (90 mins at 37 °C, lid heated to 45 °C). To each sample was added DA Cleanup (6.5 μL, biomodal), followed by SPRI purification (1 × SPRISelect, eluting in 21 μL nuclease-free water). 20 μL of each DNA sample was then combined with Q5U Master Mix (25 μL, NEB, catalog number M0597S) and an EM-seq UDI primer pair (5 μL, NEB, catalog number E7140S), and amplified by 8 cycles of PCR (30 s at 98 °C for initial denaturation, 10 s at 98 °C for denaturation, 30 s at 62 °C for annealing, and 60 s at 65 °C for extension, and 5 min at 65 °C for the final extension). The amplified constructs were purified by a final SPRI clean-up (0.55 × SPRISelect), eluting in 16 μL low-EDTA TE buffer.

### Sequencing.

Libraries were quantified by TapeStation D5000 (Agilent) and diluted to 1.2 to 1.8 nM prior to sequencing. To compensate for the reduced sequence diversity of the deaminated libraries, 10% PhiX (Illumina #FC-110-3001) was added according to the manufacturer’s guidelines. All libraries were sequenced on an Illumina NovaSeq 6000 using the SP Standard workflow with 500-cycle kits in a 251-8-8-251 base-reads setup.

### Sequencing Data Analysis.

#### CpG-state calling from raw reads.

CpG states were extracted by processing raw reads using a custom bioinformatics pipeline [Snakemake v7.3.8 (42)]. First, target reads were filtered (based on their containing the correct configuration of adapter sequences) and trimmed using Cutadapt (v4.6) (43). As different filtering steps were applied to reads 1 and 2, any resulting unpaired reads were removed using SeqKit Pair (v2.7.0) (44). Next, inserts were separated from flanking hairpin-adapter sequences using Cutadapt, such that each read pair produced a set of four insert sequences (a & b from Read 1, c & d from Read 2, Fig. 1*C*). Read pairs that did not yield all four corresponding insert sequences were discarded using SeqKit Pair. The resulting inserts were aligned in paired-end mode (a & d, b & c) using BSBolt (v1.5.0) (45) against the GRCm38 (mm10) reference. Data from lanes 1 and 2 of each NovaSeq run were then merged with SAMtools (v1.19.2) (46) and deduplicated in paired-end mode with Picard (v3.1.1) (47). Next, the paired, deduplicated bam files were split back into the four corresponding insert sequences (a–d) using BamTools (v2.5.2) (48). Methylation calls were extracted at the single-read level using a custom Python (v3.12.1) script. Using a custom *R* (49) script (v4.3), the four methylation calls (from inserts a, b, c, d) associated with each CpG site from each read pair were compiled and used to call the corresponding CpG state (Fig. 1*C*). The genomic coordinates and count of each called CpG state were then compiled. At this stage, data from the two independent experiments were either merged (for the main analysis) or analyzed separately to assess agreement between datasets (*SI Appendix*, Figs. S2–S5). Using a custom *R* script (v4.3.1), CpG sites whose double-stranded depth was below 5× were discarded, as were those which overlapped with blacklisted regions (50) or containing multiple CpG-state calling errors. After filtering, 15.8 million CpG sites were retained. The percentage of each individual CpG state at each CpG site was then calculated, as were total percentages of corresponding asymmetric CpG states (MC + CM, HC + CH, HM + MH). For the analysis comparing the two replicates (*SI Appendix*, Figs. S2–S5), individual processing and filtering of the replicates yielded 13.7 million CpG sites (Replicate 1) and 4.9 million CpG sites (Replicate 2).

#### Confusion matrix.

Data used in the call-rate matrix were derived from all CpG sites of the synthetic spike-ins and analyzed using a custom *R* script (v4.3.1). Further information is given in the Supporting Text.

#### Global analysis.

To infer the true rate of each CpG state in the genome, we used the signal obtained from the oligonucleotide controls to correct the observed levels of each CpG state.

Specifically, each observed CpG state was modeled with a system of 9 linear equations that capture the additive contribution of all the other detected states levels (signal) observed on the oligonucleotide control sequences.

$$O_{i}=\sum_{j=1}^{9}p_{\mathrm{ij}}\times T_{j},$$

where $O_{i}$ is the observed ith CpG state across the genome; $p_{\mathrm{ij}}$ is the combination of all 9 measured CpG states’ levels observed across the oligonucleotide controls; $T_{j}$ is the true level of each CpG state.

With a custom *R* script (v4.3.1), the system of linear equations was instructed. The coefficients $p_{\mathrm{ij}}$ were estimated from the sequencing data as well as the observed genome levels $O_{i}$. The system of linear equations was resolved using the *R* base function *solve*(); any resulting negative values were set to zero. The results obtained from this were visualized in the barplot of Fig. 3*A*.

#### Enhancers.

The enhancer analysis was performed using a custom *R* script (v4.3.1). Briefly, all CpG sites overlapping with enhancer peaks [primed, poised, or active, as defined by Cruz-Molina et al. (28)] were identified with BEDTools (v2.31.0) (51), and mean levels of each CpG state (or grouped, corresponding CpG states) at each enhancer were calculated. This was also done for randomly shuffled enhancer peaks (BEDTools shuffle) to enable the background levels of each state to be determined. Profiles of CpG states at each enhancer type were generated using deepTools (52) (200-bp bin size).

#### Transcription.

RNA-seq data from E14-mESCs cultured in serum/LIF were obtained from a publicly available dataset (53) and, using a custom *R* script (v4.3.1), grouped by transcriptional output (silent, and the tertiles low, medium, and high). CpG coordinates were annotated using ChIPseeker (v1.36.0) (54) (promoter-TSS region defined as 1 kb either side of the TSS) and filtered for protein-coding genes. Mean CpG-state levels were calculated for each gene and annotation (e.g., introns, exons). Spearman’s correlation coefficients were then determined for each CpG state (or grouped corresponded states) for each annotation feature using the *R stats* function *cor.test()* (v4.3.1). Multiple states and annotations were combined by factoring pairwise combinations of CpG-state levels from different annotations. Plots of Fig. 5*C* were produced using deepTools (v3.5.4) (52) from input data binned to 200 bp. For gene-body plots, genes were scaled to 5 kb, and additional binning (100 bp) was applied for clarity. For the TSS/TTS plots, no scaling or additional binning was applied.

## Supplementary Material

Appendix 01

## Data Availability

Sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE263772 (55). Code developed to process raw sequencing reads and for downstream bioinformatic analysis is available at https://github.com/sblab-informatics/SCoTCH-seq (56). All other data are included in the manuscript and/or *SI Appendix*.

## References

[1] Y. Dor, H. Cedar, Principles of DNA methylation and their implications for biology and medicine. Lancet **392**, 777–786 (2018).30100054 10.1016/S0140-6736(18)31268-6

[2] M. Tahiliani , Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science **324**, 930–935 (2009).19372391 10.1126/science.1170116PMC2715015

[3] T. Carell, M. Q. Kurz, M. Müller, M. Rossa, F. Spada, Non-canonical bases in the genome: The regulatory information layer in DNA. Angew. Chem. Int. Ed. **57**, 4296–4312 (2018).10.1002/anie.20170822828941008

[4] M. Bachman , 5-Hydroxymethylcytosine is a predominantly stable DNA modification. Nat. Chem. **6**, 1049–1055 (2014).25411882 10.1038/nchem.2064PMC4382525

[5] R. Yan , Dynamics of DNA hydroxymethylation and methylation during mouse embryonic and germline development. Nat. Genet. **55**, 130–143 (2023).36539615 10.1038/s41588-022-01258-x

[6] G. P. Pfeifer, W. Xiong, M. A. Hahn, S.-G. Jin, The role of 5-hydroxymethylcytosine in human cancer. Cell Tissue Res. **356**, 631–641 (2014).24816989 10.1007/s00441-014-1896-7PMC4090033

[7] B. He , Tissue-specific 5-hydroxymethylcytosine landscape of the human genome. Nat. Commun. **12**, 4249 (2021).34253716 10.1038/s41467-021-24425-wPMC8275684

[8] X.-L. Cui , A human tissue map of 5-hydroxymethylcytosines exhibits tissue specificity through gene and enhancer modulation. Nat. Commun. **11**, 6161 (2020).33268789 10.1038/s41467-020-20001-wPMC7710742

[9] I.-H. Lin, Y.-F. Chen, M.-T. Hsu, Correlated 5-hydroxymethylcytosine (5hmC) and gene expression profiles underpin gene and organ-specific epigenetic regulation in adult mouse brain and liver. PLoS One **12**, e0170779 (2017).28125731 10.1371/journal.pone.0170779PMC5268415

[10] B. M. Colquitt, W. E. Allen, G. Barnea, S. Lomvardas, Alteration of genic 5-hydroxymethylcytosine patterning in olfactory neurons correlates with changes in gene expression and cell identity. Proc. Natl. Acad. Sci. U.S.A. **110**, 14682–14687 (2013).23969834 10.1073/pnas.1302759110PMC3767503

[11] J. Kang , Simultaneous deletion of the methylcytosine oxidases Tet1 and Tet3 increases transcriptome variability in early embryogenesis. Proc. Natl. Acad. Sci. **112**, E4236–E4245 (2015).26199412 10.1073/pnas.1510510112PMC4534209

[12] F. Wu , Spurious transcription causing innate immune responses is prevented by 5-hydroxymethylcytosine. Nat. Genet. **55**, 100–111 (2023).36539616 10.1038/s41588-022-01252-3PMC9839451

[13] J. N. Kuehner , 5-hydroxymethylcytosine is dynamically regulated during forebrain organoid development and aberrantly altered in Alzheimer’s disease. Cell Rep. **35**, 109042 (2021).33910000 10.1016/j.celrep.2021.109042PMC8106871

[14] W. Li , 5-Hydroxymethylcytosine signatures in circulating cell-free DNA as diagnostic biomarkers for human cancers. Cell Res. **27**, 1243–1257 (2017).28925386 10.1038/cr.2017.121PMC5630683

[15] M. Yu , Base-resolution analysis of 5-hydroxymethylcytosine in the Mammalian genome. Cell **149**, 1368–1380 (2012).22608086 10.1016/j.cell.2012.04.027PMC3589129

[16] P. J. Skene , Neuronal MeCP2 is expressed at near histone-octamer levels and globally alters the chromatin state. Mol. Cell **37**, 457–468 (2010).20188665 10.1016/j.molcel.2010.01.030PMC4338610

[17] H. Hashimoto , Recognition and potential mechanisms for replication and erasure of cytosine hydroxymethylation. Nucleic Acids Res. **40**, 4841–4849 (2012).22362737 10.1093/nar/gks155PMC3367191

[18] I. E. Wassing , CDCA7 is an evolutionarily conserved hemimethylated DNA sensor in eukaryotes. Sci. Adv. **10**, eadp5753 (2024).39178260 10.1126/sciadv.adp5753PMC11343034

[19] A. Shinkai , The C-terminal 4CXXC-type zinc finger domain of CDCA7 recognizes hemimethylated DNA and modulates activities of chromatin remodeling enzyme HELLS. Nucleic Acids Res. **52**, 10194–10219 (2024).39142653 10.1093/nar/gkae677PMC11417364

[20] P. Meyer, DNA methylation systems and targets in plants. FEBS Lett. **585**, 2008–2015 (2011).20727353 10.1016/j.febslet.2010.08.017

[21] X. Wu, Y. Zhang, TET-mediated active DNA demethylation: Mechanism, function and beyond. Nat. Rev. Genet. **18**, 517–534 (2017).28555658 10.1038/nrg.2017.33

[22] J. Füllgrabe , Simultaneous sequencing of genetic and epigenetic bases in DNA. Nat. Biotechnol. **41**, 1457–1464 (2023).36747096 10.1038/s41587-022-01652-0PMC10567558

[23] G. Zheng, X. J. Lu, W. K. Olson, Web 3DNA—A web server for the analysis, reconstruction, and visualization of three-dimensional nucleic-acid structures. Nucleic Acids Res. **37**, 240–246 (2009).10.1093/nar/gkp358PMC270398019474339

[24] C. D. Laird , Hairpin-bisulfite PCR: Assessing epigenetic methylation patterns on complementary strands of individual DNA molecules. Proc. Natl. Acad. Sci. U.S.A. **101**, 204–209 (2004).14673087 10.1073/pnas.2536758100PMC314163

[25] D. Incarnato, A. Krepelova, F. Neri, High-throughput single nucleotide variant discovery in E14 mouse embryonic stem cells provides a new reference genome assembly. Genomics **104**, 121–127 (2014).25004115 10.1016/j.ygeno.2014.06.007

[26] J. T. Robinson , Integrative genomics viewer. Nat. Biotechnol. **29**, 24–26 (2011).21221095 10.1038/nbt.1754PMC3346182

[27] Q. Wang , Pax genes in embryogenesis and oncogenesis. J. Cell. Mol. Med. **12**, 2281–2294 (2008).18627422 10.1111/j.1582-4934.2008.00427.xPMC4514106

[28] S. Cruz-Molina , PRC2 facilitates the regulatory topology required for poised enhancer function during pluripotent stem cell differentiation. Cell Stem Cell **20**, 689–705.e9 (2017).28285903 10.1016/j.stem.2017.02.004

[29] S. Heinz, C. E. Romanoski, C. Benner, C. K. Glass, The selection and function of cell type-specific enhancers. Nat. Rev. Mol. Cell Biol. **16**, 144–154 (2015).25650801 10.1038/nrm3949PMC4517609

[30] G. C. Hon , 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. Mol. Cell **56**, 286–297 (2014).25263596 10.1016/j.molcel.2014.08.026PMC4319980

[31] C.-W.J. Lio , Tet methylcytosine oxidases: New insights from a decade of research. J. Biosci. **45**, 21 (2020).31965999 PMC7216820

[32] F. Lu, Y. Liu, L. Jiang, S. Yamaguchi, Y. Zhang, Role of Tet proteins in enhancer activity and telomere elongation. Genes Dev. **28**, 2103–2119 (2014).25223896 10.1101/gad.248005.114PMC4180973

[33] Z. Sun , High-resolution enzymatic mapping of genomic 5-hydroxymethylcytosine in mouse embryonic stem cells. Cell Rep. **3**, 567–576 (2013).23352666 10.1016/j.celrep.2013.01.001PMC3743234

[34] G. Ficz , Dynamic regulation of 5-hydroxymethylcytosine in mouse ES cells and during differentiation. Nature **473**, 398–404 (2011).21460836 10.1038/nature10008

[35] C.-X. Song, J. Diao, A. T. Brunger, S. R. Quake, Simultaneous single-molecule epigenetic imaging of DNA methylation and hydroxymethylation. Proc. Natl. Acad. Sci. U.S.A. **113**, 4338–4343 (2016).27035984 10.1073/pnas.1600223113PMC4843451

[36] C. Kyriakopoulos, P. Giehr, V. Wolf, H(O)ta: Estimation of DNA methylation and hydroxylation levels and efficiencies from time course data. Bioinformatics **33**, 1733–1734 (2017).28130236 10.1093/bioinformatics/btx042

[37] P. Giehr , Two are better than one: HPoxBS - hairpin oxidative bisulfite sequencing. Nucleic Acids Res. **46**, e88 (2018).29912476 10.1093/nar/gky422PMC6125676

[38] L. Zhao , The dynamics of DNA methylation fidelity during mouse embryonic stem cell self-renewal and differentiation. Genome Res. **24**, 1296–1307 (2014).24835587 10.1101/gr.163147.113PMC4120083

[39] D. O. Halliwell, F. Honig, S. Bagby, S. Roy, A. Murrell, Double and single stranded detection of 5-methylcytosine and 5-hydroxymethylcytosine with nanopore sequencing. Commun. Biol. **8**, 243 (2025).39955446 10.1038/s42003-025-07681-0PMC11830040

[40] E. Calo, J. Wysocka, Modification of enhancer chromatin: What, how, and why?. Mol. Cell **49**, 825–837 (2013).23473601 10.1016/j.molcel.2013.01.038PMC3857148

[41] T. Pfaffeneder , Tet oxidizes thymine to 5-hydroxymethyluracil in mouse embryonic stem cell DNA. Nat. Chem. Biol. **10**, 574–81 (2014).24838012 10.1038/nchembio.1532

[42] F. Moelder , Sustainable data analysis with snakemake. F1000Res **10**, 33 (2021).34035898 10.12688/f1000research.29032.1PMC8114187

[43] M. Martin, Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. **17**, 10–12 (2011), 10.14806/ej.17.1.200.

[44] W. Shen, S. Le, Y. Li, F. Hu, Seqkit: A cross-platform and ultrafast toolkit for FASTA/Q file manipulation. PLoS One **11**, e0163962 (2016).27706213 10.1371/journal.pone.0163962PMC5051824

[45] C. Farrell, M. Thompson, A. Tosevska, A. Oyetunde, M. Pellegrini, BiSulfite Bolt: A bisulfite sequencing analysis platform. GigaScience **10**, giab033 (2021).33966074 10.1093/gigascience/giab033PMC8106542

[46] H. Li , The sequence alignment/map format and SAMtools. Bioinformatics **25**, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[47] Picard, http://broadinstitute.github.io/picard/.

[48] D. W. Barnett, E. K. Garrison, A. R. Quinlan, M. P. Strömberg, G. T. Marth, BamTools: A C++ API and toolkit for analyzing and managing BAM files. Bioinformatics **27**, 1691–1692 (2011).21493652 10.1093/bioinformatics/btr174PMC3106182

[49] R Core Team, R: A Language and Environment for Statistical Computing (R Foundation for Statistical Computing, Vienna, Austria, 2023).

[50] H. M. Amemiya, A. Kundaje, A. P. Boyle, The ENCODE blacklist: Identification of problematic regions of the genome. Sci. Rep. **9**, 9354 (2019).31249361 10.1038/s41598-019-45839-zPMC6597582

[51] A. R. Quinlan, I. M. Hall, BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics **26**, 841–842 (2010).20110278 10.1093/bioinformatics/btq033PMC2832824

[52] F. Ramírez , DeepTools2: A next generation web server for deep-sequencing data analysis. Nucleic Acids Res. **44**, W160–W165 (2016).27079975 10.1093/nar/gkw257PMC4987876

[53] C. Alda-Catalinas , A single-cell transcriptomics CRISPR-activation screen identifies epigenetic regulators of the zygotic genome activation program. Cell Syst. **11**, 25–41.e9 (2020).32634384 10.1016/j.cels.2020.06.004PMC7383230

[54] G. Yu, L.-G. Wang, Q.-Y. He, ChIPseeker: An R/bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics **31**, 2382–2383 (2015).25765347 10.1093/bioinformatics/btv145

[55] J. S. Hardwick, S. Dhir, W. S. Gosal, S. Balasubramanian, SCoTCH-seq reveals that 5-hydroxymethylcytosine encodes regulatory information across DNA strands. Gene Expression Omnibus. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263772. Deposited 11 April 2024.10.1073/pnas.2512204122PMC1233732240743391

[56] J. S. Hardwick, S. Dhir, A. Simeone, SCoTCH-seq code. GitHub. https://github.com/sblab-informatics/SCoTCH-seq. Deposited 15 July 2025.

[57] A. H. Handyside, G. T. O’Neill, M. Jones, M. L. Hooper, Use of BRL-conditioned medium in combination with feeder layers to isolate a diploid embryonal stem cell line. Roux’s Arch. Dev. Biol. **198**, 48–56 (1989).28305783 10.1007/BF00376370

# Supplementary material for: SCoTCH-seq reveals that 5-hydroxymethylcytosine encodes regulatory information across DNA strands
**Source:** Proc Natl Acad Sci U S A. 2025 Jul 31;122(31):e2512204122. doi: 10.1073/pnas.2512204122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### **SCoTCH-seq reveals that 5-hydroxymethylcytosine encodes regulatory information across DNA strands**

Jack S. Hardwick<sup>1</sup>, Somdutta Dhir<sup>1,2</sup>, Angie Kirchner<sup>1,2</sup>, Angela Simeone<sup>1,2</sup>, Sean M. Flynn<sup>1,2</sup>, James M. Edgerton<sup>1</sup>, Rafael de Cesaris Araujo Tavares<sup>1,2</sup>, Isabel Esaín-García<sup>1,2</sup>, David Tannahill<sup>1,2</sup>, Paula Golder<sup>3</sup>, Jack M. Monahan<sup>3</sup>, Walraj S. Gosal<sup>3</sup> and Shankar Balasubramanian<sup>1,2,4\*</sup>

3: Biomodal, The Trinity Building, Chesterford Research Park, Cambridge CB10 1TS, UK

#### **This PDF file includes:**

Supporting text  
Figures S1 to S8  
Tables S1 to S4  
SI References

## Supporting Text

The following details how the relative orientation of the ground truth with the reference sequence of synthetic spike-ins was accounted for.

For the synthetic spike-ins, there is no physical distinction at the molecular level between corresponding asymmetric states, e.g. 'MH' and 'HM'. Half the time, the same spike-in will go through the library prep in one orientation, and half the time, in the other:

Orientation 1 ('HM'):

Strand A 5'---HG---3'  
Strand B 3'---GM---5'

Orientation 2 ('MH'):

Strand B 5'---MG---3'  
Strand A 3'---GH---5'

The distinction between HM and MH only arises when we create the reference sequence and must assign one strand of a duplex to be the 'plus' strand and the other to be the 'minus'. It is only then that we arbitrarily define whether the ground truth of this CpG site is an 'MH' or 'HM' state.

Once we have made this arbitrary decision, though, the distinction between HM and MH matters. For example, if we choose HM, rather than MH, to be the ground truth, then upon correct alignment to the reference and subsequent CpG-state calling, it will be called as an HM state. If it were called as MH, this would reflect an error and should be counted as such. Furthermore, the HM state may have a different likelihood of being miscalled as, say, HC than CH. This applies to any other asymmetric CpG state, but not to symmetric states: whether we define the ground truth as HM or MH, either state would have the same probability of being called as CC.

Thus, the HM and MH states cannot simply be merged together and averaged, as we would not be able to distinguish correct HM calls from false MH calls, or separate the differing likelihood of HM being called as HC vs CH or other asymmetric states.

In summary, for a synthetic spike-in there is no distinction at the molecular level between HM and MH. The distinction only arises with respect to alignment to the reference sequence. Thus, in the analysis, both of these factors are accounted for; the ground truths are grouped by their two relative orientations with respect to the reference sequence (to reflect the arbitrary choice of the plus strand) and averaged accordingly (to reflect the fact that there is no distinction at the molecular level between the states).

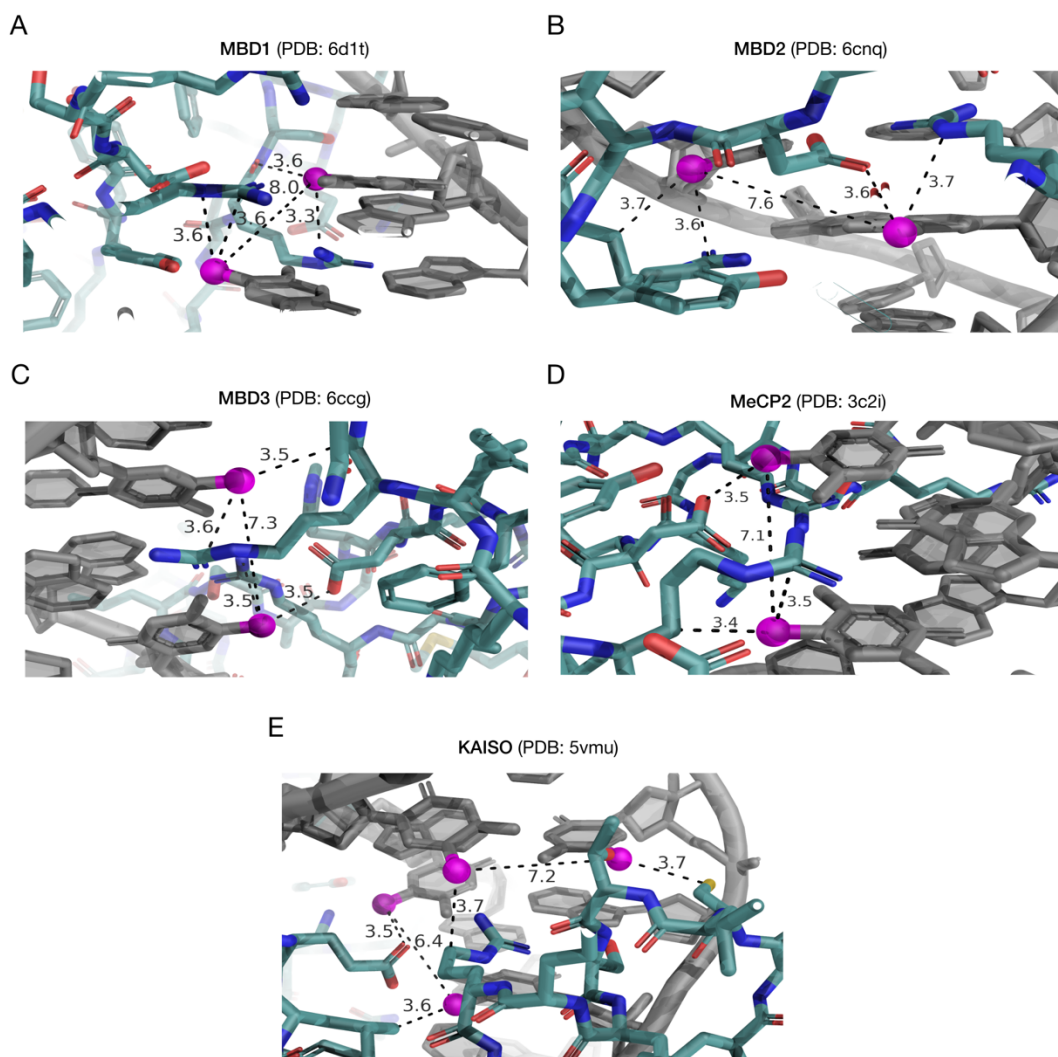

**Fig. S1.** Crystal structures of known protein readers of modified CpG sites that simultaneously interact with both cytosines. (A) MBD1 (PDB: 6d1t), (B) MBD2 (PDB: 6cnq (1)), (C) MBD3 (PDB: 6ccg (2)), (D) MeCP2 (PDB: 3c2i (3)), (E) KAISO (PDB: 5vmu (4)), simultaneously interacting with the modifications of both cytosines in each CpG site.

A

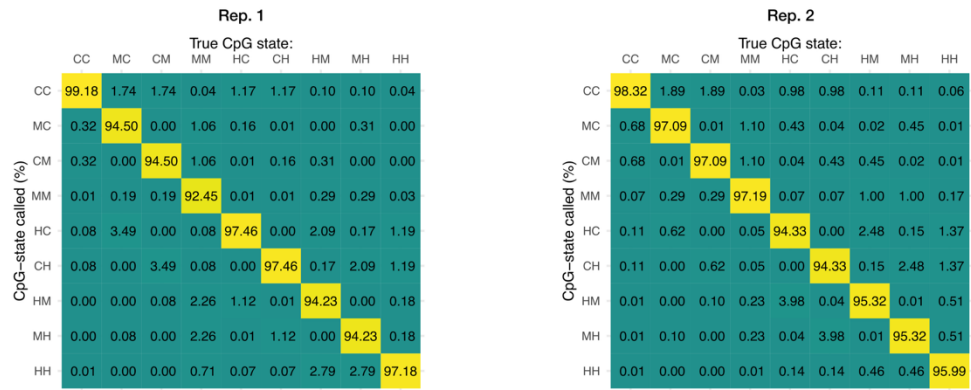

B

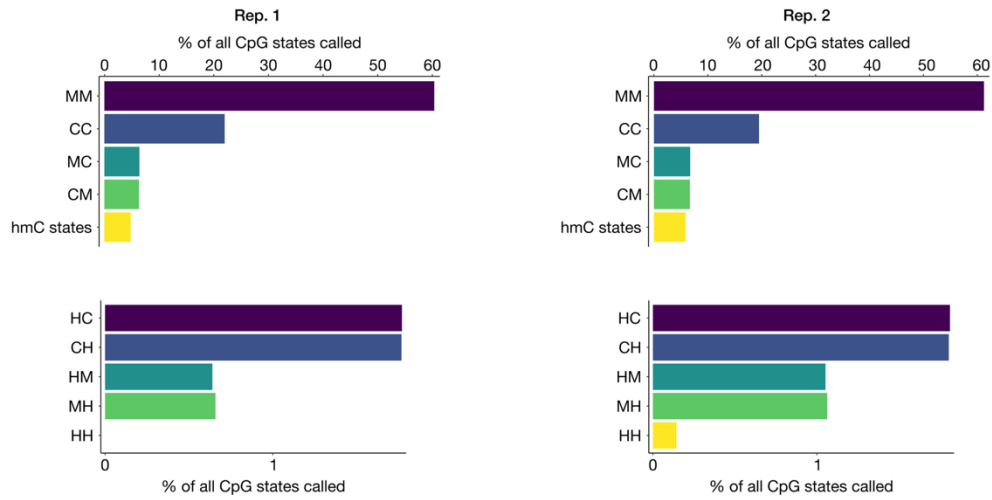

**Fig. S2.** Comparison of call-rate accuracies and global CpG-state levels for the two replicates. (A) Call-rate matrices for the two replicates (Rep. 1: [GSM8198270](#), Rep. 2: [GSM8198271](#)). (B) Global levels of CpG states for each replicate.

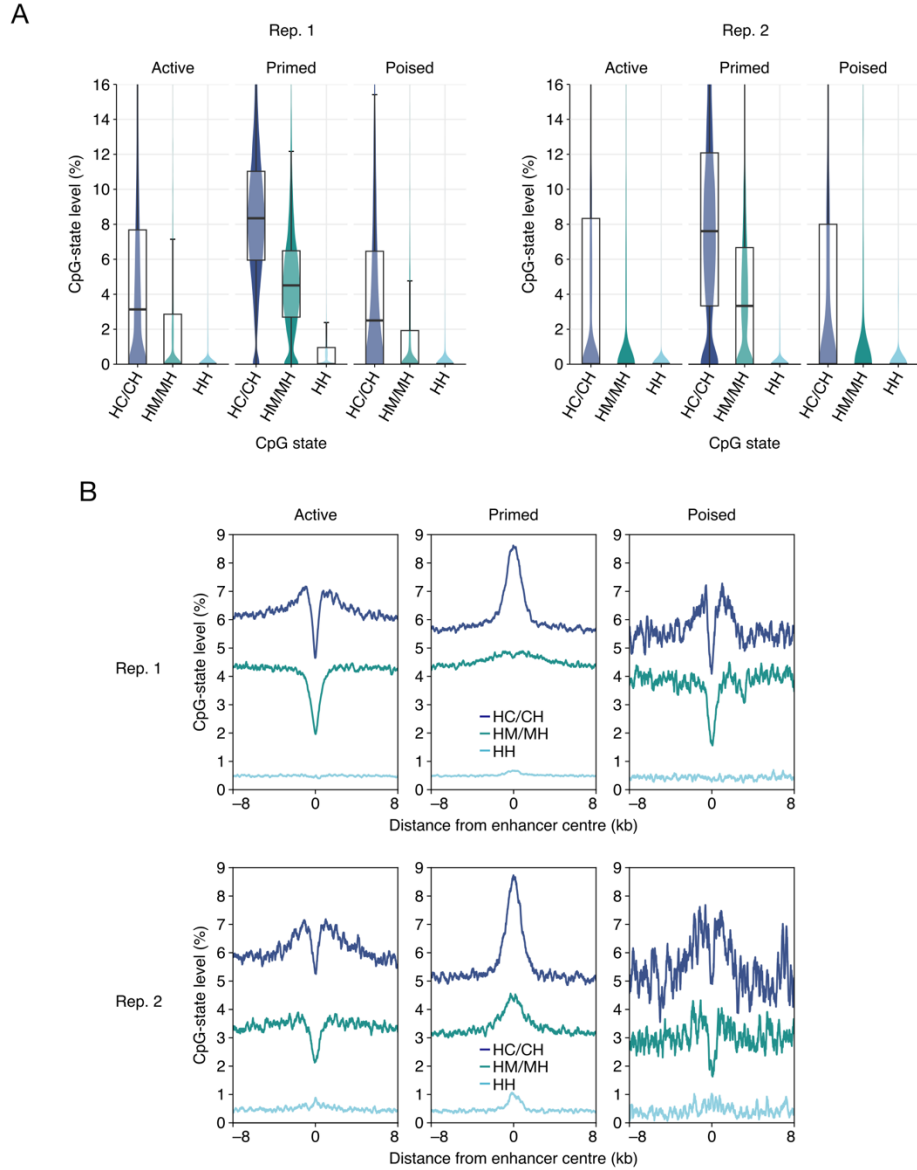

**Fig. S3.** Comparison of levels and distributions of hmC states at active, primed, and poised enhancers in the two separate, independent sequencing replicates (Rep. 1: [GSM8198270](#), Rep. 2: [GSM8198271](#)). (A) Average levels of hmC states for each enhancer, in each replicate (centre line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range). (B) Density distributions of hmC states in active, primed, and poised enhancers in each replicate.

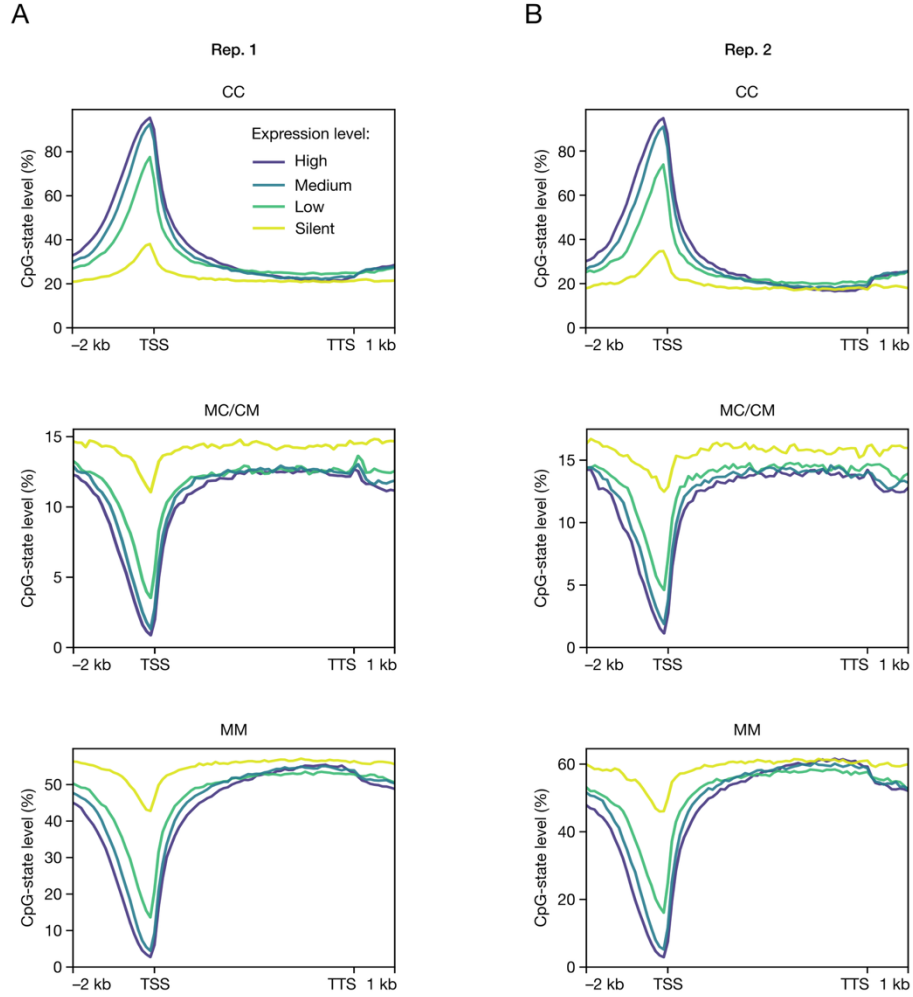

**Fig. S4.** Density distributions of unmodified (CC), hemimethylated (MC/CM), and symmetrically methylated (MM) CpG states across gene-bodies of protein-coding genes in the two independent replicates (A) Rep. 1 ([GSM8198270](#)) and (B) Rep. 2 ([GSM8198271](#)). Genes scaled to 5 kb (regions upstream of TSS and downstream of TTS unscaled).

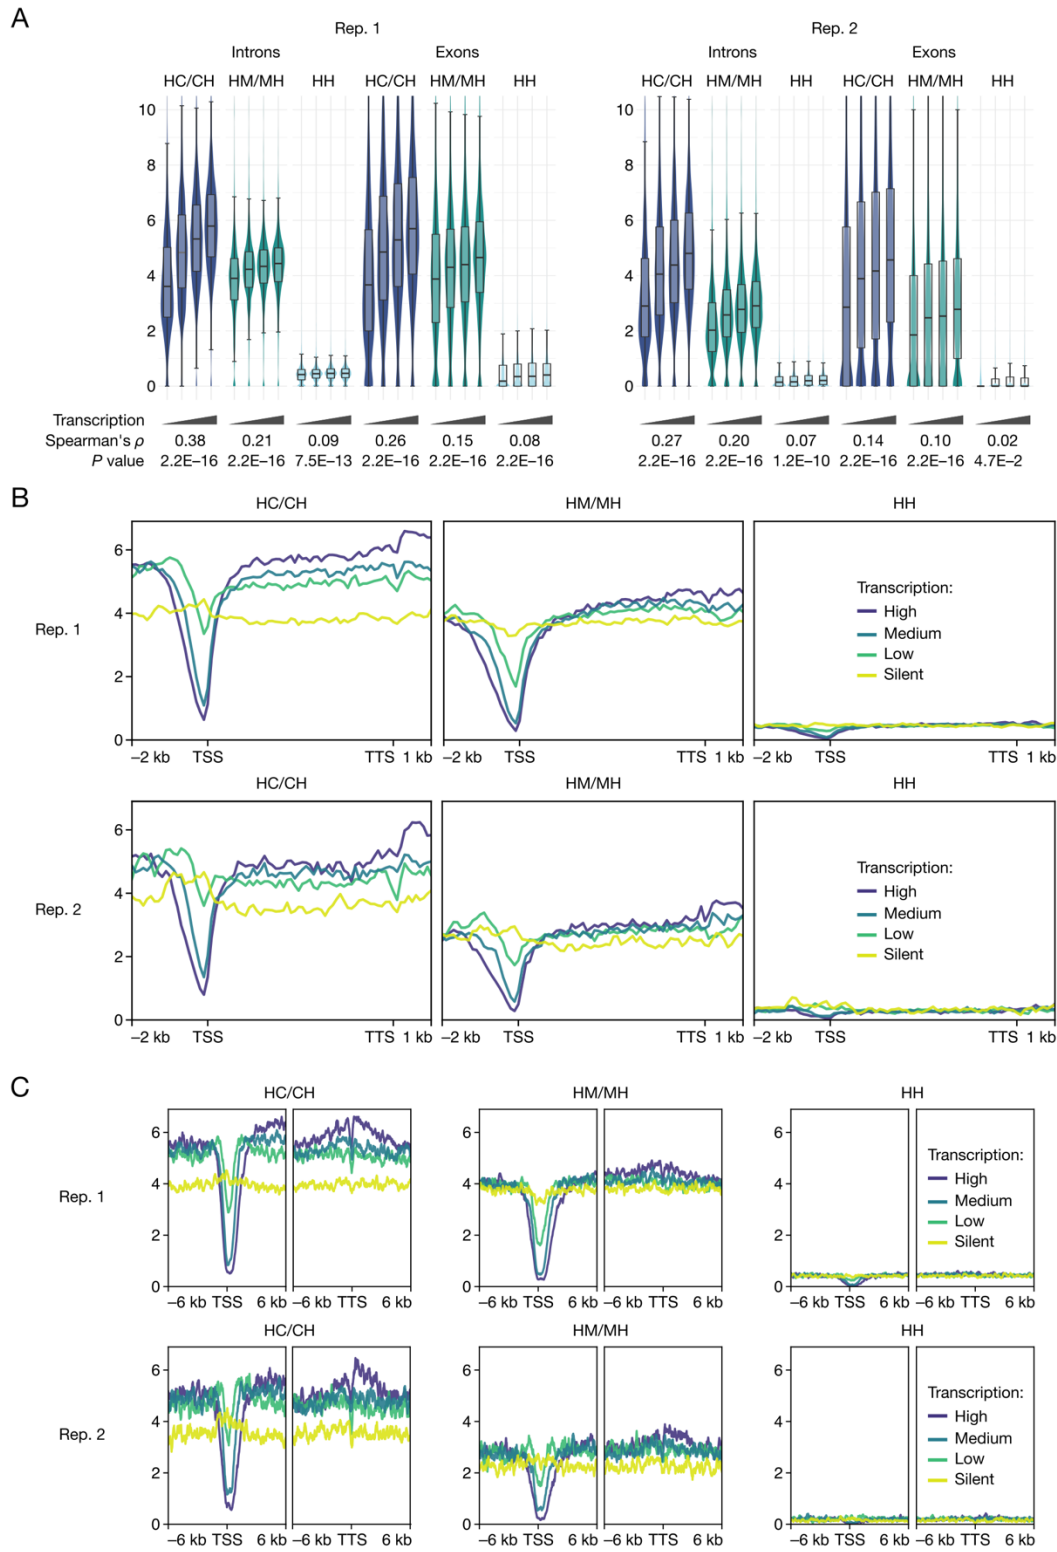

**Fig. S5.** Comparison of levels and density distributions of hmC states in gene bodies between independent replicates (Rep. 1: [GSM8198270](#), Rep. 2: [GSM8198271](#)). (A) Levels of hmC states at introns and exons, along with Spearman's correlation coefficients (centre line, median; box

limits, upper and lower quartiles; whiskers, 1.5× interquartile range). (B) Density distributions of hmC states across gene bodies (genes scaled to 5 kb) and  $\pm 6$  kb either side of the TSS and TTS (C).

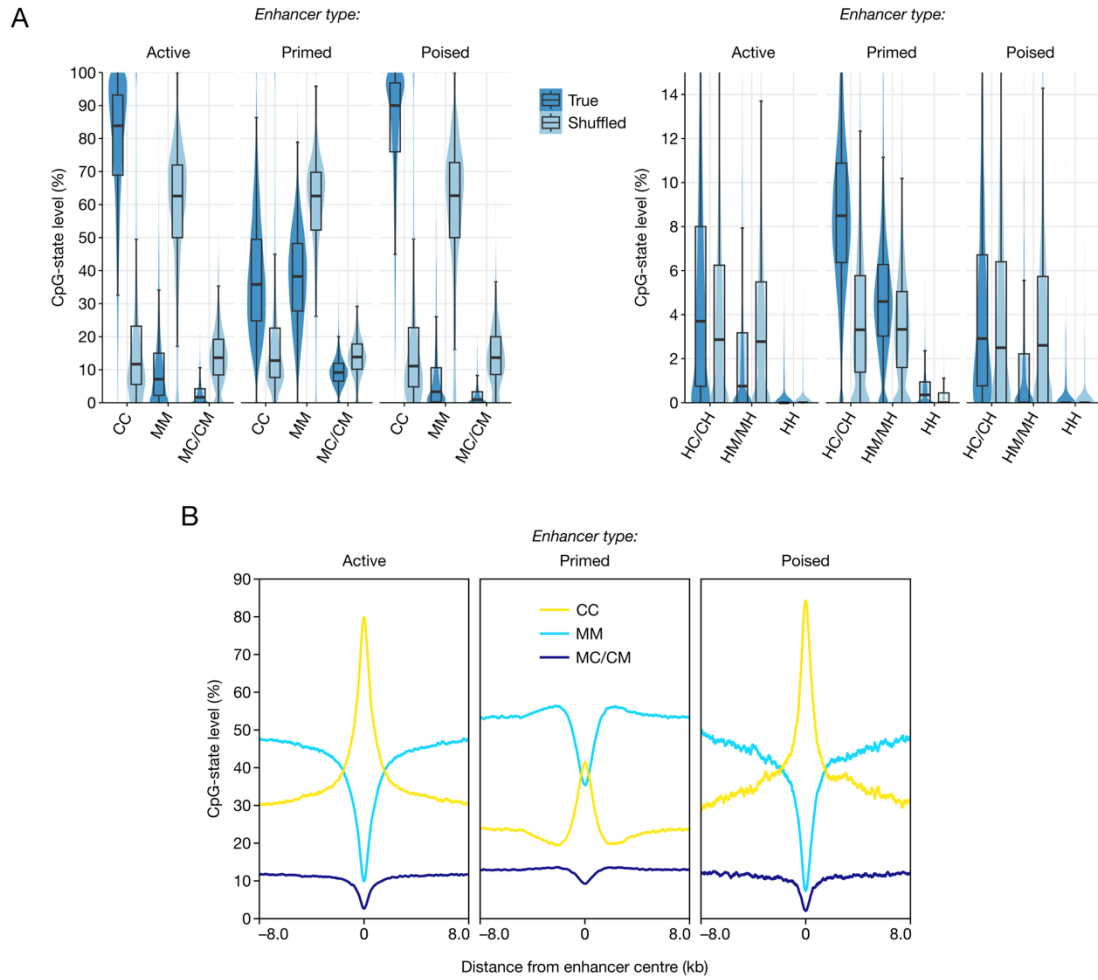

**Fig. S6.** Levels of all CpG states and density distributions of unmodified (CC), hemimethylated (MC/CM) and symmetrically methylated CpG states at active, primed, and poised enhancers. (A) Mean levels of CpG states across each enhancer, grouped by enhancer type (centre line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range). Primed enhancers exhibit distinct levels of all CpG states and are unique in that the majority of CpG sites are modified. (B) Density distributions of CC, MC/CM and MM states across active, primed, and poised enhancers. Primed enhancers exhibit unique distributions of CC, MC/CM, and MM states, in addition to the hydroxymethylated states (Fig. 4).

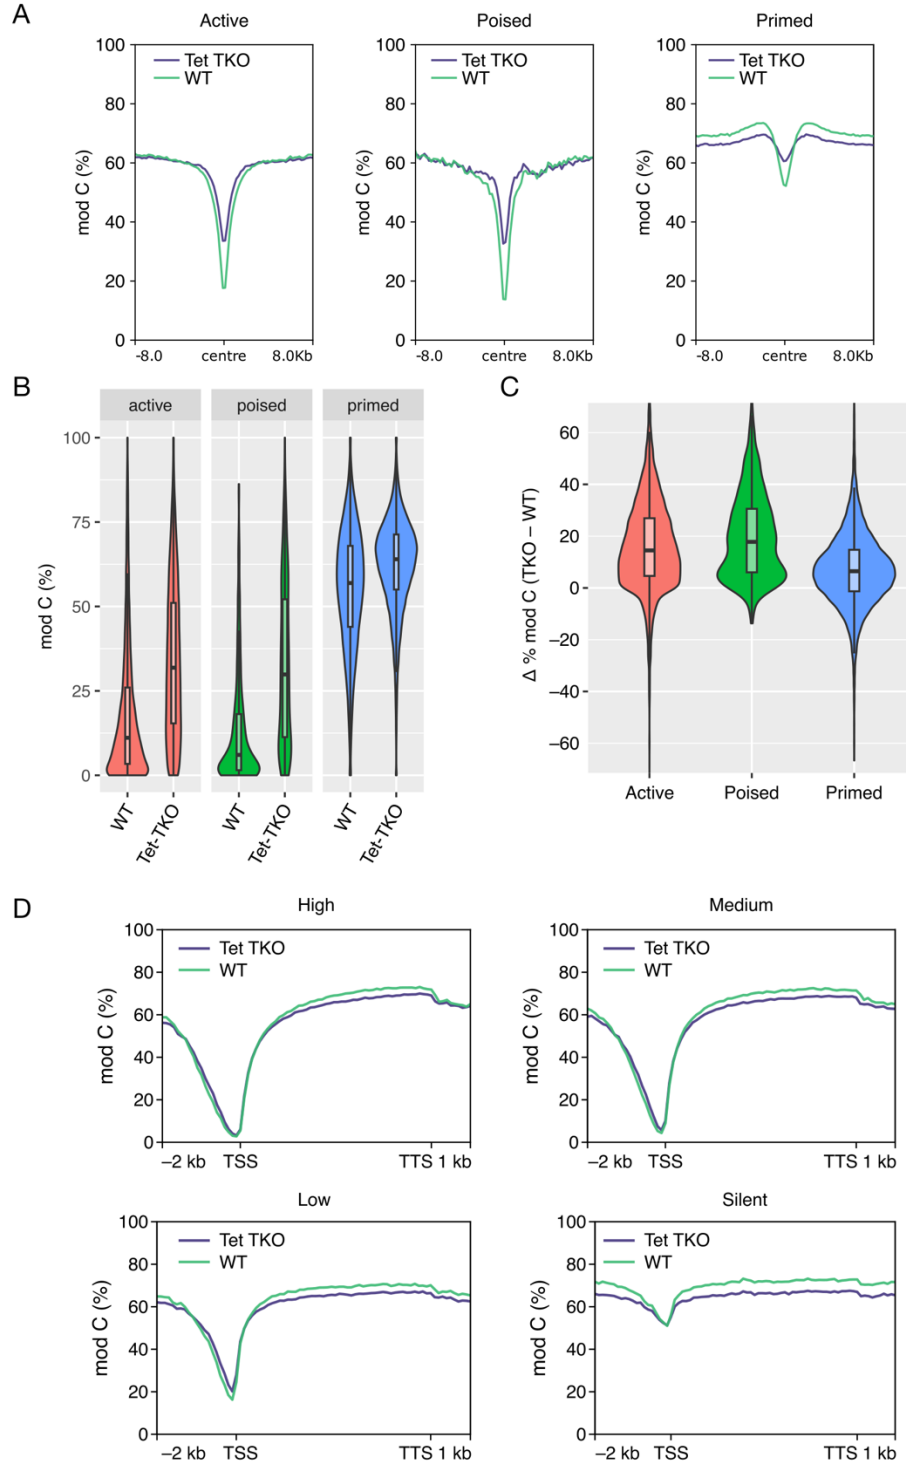

**Fig. S7.** Comparison of mod C (mC + hmC) levels in Tet-TKO and WT mESCs (reanalysis of data from Lu *et al.*<sup>43</sup>, [GSE56986](#)). (A) Density distributions of mod C at active, poised, and primed enhancers. (B) Average mod C levels across active, poised, and primed enhancers. (C) Difference between mod C levels in Tet-TKO vs WT mESCs for each enhancer, grouped by enhancer type. Differences are smallest at primed enhancers despite their containing the highest hmC levels, suggesting that Tet-mediated demethylation does not primarily account for the

enrichment of hmC at primed enhancers. (*D*) Density distributions of mod C across bodies of genes grouped by transcript level.

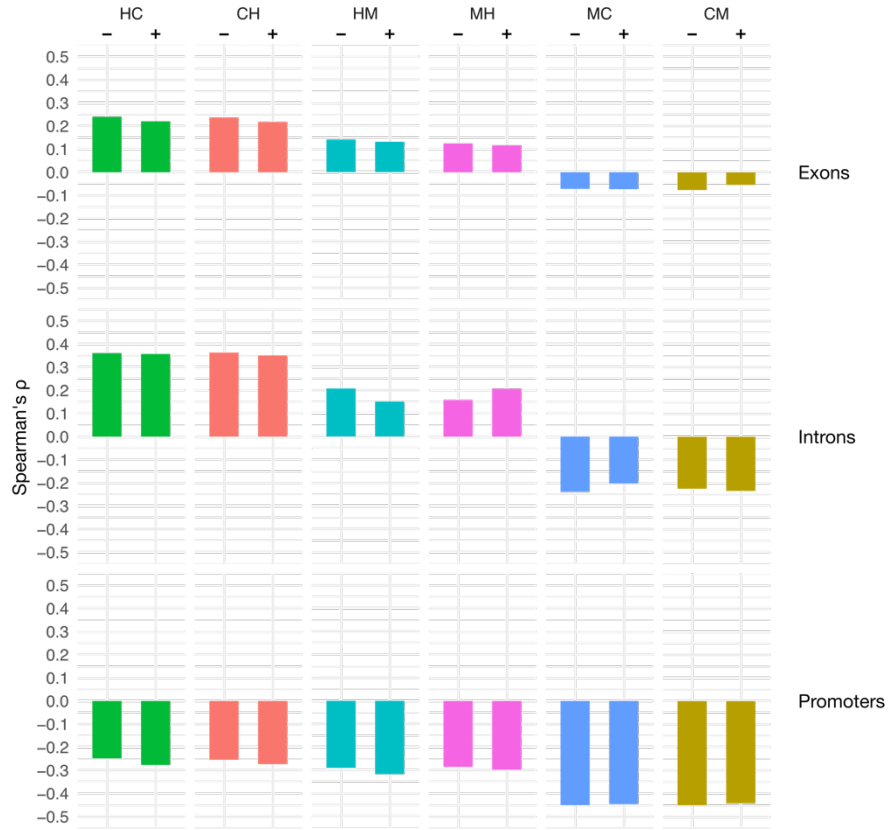

**Fig. S8.** Spearman's correlations between each asymmetric CpG state (levels averaged across either exons, introns or promoters) and transcription (merged replicates of the double-stranded datasets: GSM8198270 & GSM8198271). Genes are grouped by their orientation, i.e. whether they occur on the plus strand ( $n = 8,225$  genes) or minus strand ( $n = 8,292$  genes). For the HC and CH states, the hmC resides on plus and minus strands, respectively. This is also the case for the HM and MH states. For the MC and CM states, the mC resides on the plus and minus strands, respectively. All  $P$  values are  $< 2.2 \times 10^{-16}$  except for MC at exons ( $P = 2.91 \times 10^{-10}$  and  $P = 1.75 \times 10^{-10}$  for genes on the minus and plus strands) and CM at exons ( $P = 2.51 \times 10^{-11}$  and  $P = 2.77 \times 10^{-6}$  for genes on the minus and plus strands, respectively).

**Table S1.** Sequences of oligonucleotide spike-ins.

| Code              | Sequence (5' to 3')                                                                                                                                          |
|-------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| H1 (+ strand)     | TGACACTATGTT <b>CGT</b> CAATACTTCATA <b>HGT</b> TCCTCCACAAT <b>GC</b><br><b>G</b> CAATGTAAATGT <b>MG</b> CTCAACAAATCCAGTCATAGTTAAGT                          |
| H1 (– strand)     | ACTTAACTATGACTGGATTTGTTGAG <b>MG</b> ACATTTACATTG <b>CG</b> CA<br>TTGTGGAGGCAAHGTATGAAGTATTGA <b>CG</b> AACATAGTGTC                                          |
| H2 (+ strand)     | TACCTCCAAATAAGTGAAC <b>CG</b> GTHGTAA <b>CG</b> TTATCCCTGATTGTC<br>TTACTA <b>CG</b> ATTAGTA <b>CG</b> TATGACACAATT <b>MG</b> ACTACAGCTT                      |
| H2 (– strand)     | AAGCTGTAGT <b>CG</b> AATTGTGTCATAC <b>CG</b> TACTAATH <b>HGT</b> AGTAAGAC<br>AATCAGGGATAACGTTA <b>MG</b> AC <b>CG</b> TTCACTTATTTGGAGGTA                     |
| SQC (+ strand)    | CAACCACAAATA <b>CG</b> ATC <b>CG</b> GC <b>CG</b> AAATC <b>CG</b> AT <b>CG</b> AATCAGTCAAG<br><b>CG</b> CTTTA <b>CG</b> AAGTG <b>CG</b> ACAGCCTTAGGGTGGTATGG |
| SQC (– strand)    | CCATACCACCTAAGGCTGT <b>CG</b> CACTTCGTAAAG <b>CG</b> CTTGACTG<br>ATT <b>CG</b> AT <b>CG</b> GATT <b>CG</b> CC <b>CG</b> TGAT <b>CG</b> TATTTGTGGTTG          |
| SQ4mC (+ strand)  | CTCACTTAACTGCTACTGTT <b>CG</b> AGTACTCTGGACTGAC <b>CG</b> CTTAT<br>TTGGCATTGATTGT <b>MG</b> ACAACAM <b>MG</b> TCCAGAACATCT                                   |
| SQ4mC (– strand)  | AGATGTTCTGGAM <b>MG</b> TGTTGT <b>CG</b> ACAATCAATGCCAAATAAG <b>CG</b> T<br>CAGTCCAGAGTACT <b>MG</b> AACAGTAGCAGTTAAGTGAG                                    |
| SQ2hmC (+ strand) | GTATTGACAAGGTGACAGTAT <b>HGT</b> CCAGGGACAGTCT <b>CG</b> TAGTA<br>CCACCTAGTCTACT <b>HGT</b> GAGAATGTCAAGGTGTCAGAC                                            |
| SQ2hmC (– strand) | GTCTGACACCTTGACATTCT <b>CG</b> AGTAGACTAGGTGGTACTA <b>CG</b> A<br>GACTGTCCCTGGAH <b>GT</b> ATACTGTACCTTGTCATAAC                                              |

M = 5-methyl-2'-deoxycytidine,

H = 5-hydroxymethyl-2'-deoxycytidine, p = phosphate

**Table S2.** Hairpin adapter sequences.

| Code       | Sequence (5' to 3')                                     |
|------------|---------------------------------------------------------|
| 2U hairpin | pATGACGATGCGTT <b>M</b> GAGCATCG <b>U</b> CA <b>U</b> T |
| 2T hairpin | pGTCTGCTACGGTT <b>M</b> TACGTAGCAGACT                   |

M = 5-methyl-2'-deoxycytidine, p = phosphate

**Table S3.** Spearman's rank correlation coefficients between transcription and methylation (symmetric or hemi) of the first intron.  $P < 2.2 \times 10^{-16}$  in all cases.

|       | Spearman's $\rho$      |                 |
|-------|------------------------|-----------------|
|       | 1 <sup>st</sup> intron | Rest of introns |
| MM    | −0.28                  | −0.12           |
| MC/CM | −0.25                  | −0.20           |

**Table S4.** Sequencing data deposited as part of this work

| <b>Accession</b> |                       |                                 |
|------------------|-----------------------|---------------------------------|
| <b>code</b>      | <b>Sample name</b>    | <b>Description</b>              |
| GSM8198270       | JSH9_E14 replicate 1  | Double-stranded sequencing Rep1 |
| GSM8198271       | JSH11_E14 replicate 2 | Double-stranded sequencing Rep2 |

## SI References

1. K. Liu, *et al.*, Structural basis for the ability of MBD domains to bind methyl-CG and TG sites in DNA. *Journal of Biological Chemistry* **293**, 7344–7354 (2018).
2. K. Liu, *et al.*, Structural analyses reveal that MBD3 is a methylated CG binder. *FEBS Journal* **286**, 3240–3254 (2019).
3. K. L. Ho, *et al.*, MeCP2 Binding to DNA Depends upon Hydration at Methyl-CpG. *Molecular Cell* **29**, 525–531 (2008).
4. E. N. Nikolova, R. L. Stanfield, H. J. Dyson, P. E. Wright, CH $\cdots$ O Hydrogen Bonds Mediate Highly Specific Recognition of Methylated CpG Sites by the Zinc Finger Protein Kaiso. *Biochemistry* **57**, 2109–2120 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

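SCoTCH-seq was run on genomic DNA from 2 passages of E14 mESCs grown in serum/LIF, treated here as replicate 1 and replicate 2 of 1 condition. Synthetic duplexes with known CpG states, methylated lambda DNA and unmethylated pUC19 were read in the same libraries. The authors filtered read pairs by their adapter configuration with Cutadapt, aligned the inserts to GRCm38 with BSBolt, removed duplicates with Picard and called a CpG state from each read pair. They deposited, for each replicate, the count of calls of each CpG state at each CpG site, together with the depth of the site. The deposited percentages are the count of a state divided by the depth of the site, times 100, and were checked against the counts. Neither was corrected by the spike-ins. The deposited sites had at least 5 calls in the replicate, and the authors had removed blacklisted regions and sites with multiple calling errors. The paper merged the replicates before these filters, a step that cannot be repeated from counts filtered per replicate, so the merged data here are the sum of the filtered replicates.

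All values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. Positions were compared with GRCm38.p6, and all of them fell on the C of a CpG when counted from 1. Genes, exons, introns, TSSs and TTSs were taken from GENCODE vM21. The counts of read pairs per replicate were summed over sites, and levels are percentages of all calls. The call rates of the spike-ins were computed from the counts on the duplexes. Sites of the same true state were averaged with equal weight, and then the 2 orientations were averaged, a rule found by trying ways of averaging until the matrices printed in Fig. 2B and Fig. S2A were matched. The corrections use the printed matrices, with the 9 linear equations of the paper's methods, and negative solutions were set to 0. Levels around genes and by annotation are means of per-site percentages without correction, and corrected values are named as such. The paper's methods describe the correction for the global analysis and do not state whether regional levels were corrected.

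The interquartile range of the depth was 7 to 13 calls per site in replicate 1 and 5 to 7 calls in replicate 2. A level at a single site is therefore coarse, and levels are given only for genes, regions, windows or larger sets. Confidence intervals are exact Clopper-Pearson intervals at 95%. They cover counting error only and are far narrower than the spread between the replicates. With 2 replicates of 1 condition, no test between samples was possible. Differences within the genome were tested per replicate over the 19 autosomes with an exact sign-flip permutation test, two-sided, with a threshold of 0.05 and Benjamini-Hochberg adjustment over the 6 tests of the strand comparisons. Autosomes share a library and are not independent replicates. Correlations between the replicates across windows or genes are given without a p-value for the same reason.

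Promoters were taken as 1 kb either side of the TSSs of protein-coding genes, and a site in more than one annotation was assigned to promoters first, then exons, then introns. Profiles used bins of 200 bp within 6 kb of TSSs and TTSs, and gene bodies scaled to 5 kb. The genes named were fixed by rule: Pax3, which the paper shows, and, among protein-coding genes with at least 50 CpG sites in each replicate, the 5 with the highest HC/CH level and the 5 with the highest HM/MH level, ranked on the lower of the replicates. The steps were tested on simulated data. With 2112739 simulated calls at 200000 CpG sites, the correction with the merged matrix recovered every level within 0.0136 percentage points. On as many calls, the largest error was 0.0263 percentage points with the matrix of replicate 1, and 0.0885 for means by annotation. For the corrections, calls were drawn with the same matrix that was then solved, so these errors cover arithmetic and counting only. A merge of replicates with unlike call rates was not simulated. The sign-flip test, over 12 simulated blocks with no difference, gave a p-value under 0.05 in 3.5% of 200 sets.

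The alternatives set before the data were examined were no correction, the replicates' own matrices, a coverage minimum of 10, other weightings of sites, only sites in both replicates, autosomes only, other windows, bins and promoter widths, and leaving out each replicate. Chosen after the data were seen were the weighting of the own-matrix levels by calls, the use of miscall rates from lambda DNA, and the comparison of sense and antisense strands. Enhancers, transcript levels and Tet-deficient cells were not analysed here, so the values given here do not bear on the claims about them.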

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

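The tests on lambda DNA and on the H1 site were chosen only after the result was seen, whereas the comparison of slopes across windows was set before its result. Lambda DNA, which was added as DNA methylated at every CpG site, carried hydroxymethylated calls, a signal in data for which the paper reports no levels. HC, CH, HM, MH and HH together made up 5.13% of the calls on lambda DNA in replicate 1 and 0.462% in replicate 2. On unmethylated pUC19 in the same libraries, they made up 0.0373% and 0.0987%. Most of the signal in replicate 1 was HM or MH, at 3.88% of calls, and HH, at 1.09%.

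Mouse fragments assigned to lambda DNA would bring HC/CH along with HM/MH, since these were about as frequent among the mouse calls of replicate 1, at 4.06% and 4.00%. HC/CH was 0.153% on lambda DNA, which argues against this explanation. If hmC were present in the lambda DNA itself, the synthetic MM site of H1, made without hmC, would lack these calls in the same library. It carried 4.99% of hydroxymethylated calls in replicate 1 and 0.685% in replicate 2, which argues against it too.

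At the synthetic MM sites, miscalling as HM or MH was more frequent in replicate 1 (4.51% of calls) than in replicate 2 (0.467%). That the same miscalling gave the calls on lambda DNA and a part of those in the genome stays open as a candidate explanation. In the genome, HM, MH and HH calls made up 4.46% in replicate 1 and 2.63% in replicate 2, and on lambda DNA they made up 4.97% and 0.375%. The difference on lambda DNA, multiplied by the MM level of replicate 1, is 2.57 percentage points, against 1.83 observed in the genome. Across 10 kb windows of the genome, the called HM/MH level rose by 4.27 per 100 of MM in replicate 1 and by 1.02 in replicate 2, with HC/CH and MC/CM held. The slope was steeper in replicate 1 on 19 of 19 autosomes, by 3.25 (exact sign-flip permutation test, two-sided, p = 3.8e-06, the smallest possible), where the difference between the call rates of the spike-ins in Fig. S2A is 4.06. These values are consistent with miscalling, which the correction with each replicate's own call rates is built to remove. Which step of the assay may give rise to it was not tested, and no biological explanation was tested, since both replicates are of 1 condition.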

How the results depend on the processing

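The sense and antisense comparison, with all of its alternatives, and the own-rate levels weighted by calls were chosen only after the data were seen, and so was the use of lambda rates. Over 53 results, 343 values were computed under alternatives, of which 287 were set in advance. Of these values, 247 kept their direction and their side of the threshold, or moved by less than the spread between the replicates, 87 moved by more, 5 fell short of the threshold, 1 newly passed it and 3 changed sign. For genome-wide levels, that spread is the SD of the replicates with the Fig. 2B rates. For correlations between the replicates, the SD over autosomes stands in for it. The cause was not tested unless stated.

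The excess of HC/CH over HM/MH in the merged data kept its sign under 10 of 10 alternatives, between 0.259 percentage points with no correction and 2.62 without replicate 1. Its ratio ranged from 1.07 to 4.51. Leaving the calls uncorrected moved MM to 56.5%, MC/CM to 13.7%, the hydroxymethylated states to 8.11%, HC/CH to 3.98%, HM/MH to 3.73% and HH to 0.402%. It also moved the asymmetric share of hydroxymethylated calls to 95.0% and of all calls to 21.4%. With own rates weighted by calls, the latter was 17.9%. Per-site means, a coverage minimum of 10, shared sites and autosomes alone moved none of these genome-wide levels by more than the SD of the replicates with the Fig. 2B rates, which is 0.805 percentage points for MC/CM and 0.271 for HC/CH. With own rates, these SDs are 0.441 and 0.0552, and all of these settings but autosomes alone moved MC/CM (12.2% to 13.2%) and HC/CH (3.47% to 3.88%) by more than that.

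Replicate 1 holds 82.1% of the merged calls. When each replicate in turn was left out and the other was corrected with the merged rates, MM ranged from 59.0% to 62.9%, CC from 19.4% to 22.1%, MC/CM from 12.5% to 13.7% and the hydroxymethylated states from 4.11% to 6.41%. HC/CH ranged from 3.36% to 3.75%, HM/MH from 0.745% to 2.47% and HH from 0 to 0.196%, with the lower value of each without replicate 1. The asymmetric share ranged from 96.9% to 100% of hydroxymethylated calls and from 17.8% to 18.7% of all calls, and the ratio of HC/CH to HM/MH from 1.52 to 4.51. With own rates, the replicates gave 1.30% and 2.12% for HM/MH, in the opposite order. The merged HM/MH and HH levels thus depend on which call rates are used. With the lambda rates for MM miscalled as hydroxymethylated, and own rates otherwise, HM/MH was 1.71% in replicate 1 and 2.20% in replicate 2. The SD was then 0.341 instead of 0.582 percentage points, and the ratio of HC/CH to HM/MH was 2.07 and 1.65. Weighted by calls, HM/MH was 1.80% with the lambda rates and 1.44% without them.

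The excess of HC over CH passed the threshold in the merged data and lost it at a coverage minimum of 10 (0.00349 percentage points, p = 0.280) and with the Fig. 2B rates (0.00432, p = 0.101), by the same exact sign-flip permutation test. It ranged from 0.00482 without replicate 2, where it also lost it, to 0.00713 without replicate 1. In genes, the sense excess of MC/CM lost it at a coverage minimum of 10 (0.0139, exact test, p = 0.374) and without replicate 2 (0.0146), and was 0.0468 without replicate 1. The sense minus antisense difference of HC/CH ranged from -0.0118 without replicate 1, where it newly passed the threshold, to -0.000489 without replicate 2. That of HM/MH kept its sign and its side of the threshold under 4 of 4 alternatives, between -0.0489 and -0.0422.

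The difference in HM/MH between first and other introns was -0.0857 percentage points in the merged calls and changed sign to 0.0526 with the Fig. 2B rates and to 0.129 with own rates weighted by calls. It was -0.123 without replicate 2 and 0.143 without replicate 1. With promoters of 500 bp either side of the TSS it was -0.256, the lowest of the alternatives. It was positive under each correction run, including own rates in replicate 1 (0.124) and in replicate 2 (0.152), so its sign depends on the correction in replicate 1 and the merged calls, but not in replicate 2. The other differences in HC/CH and HM/MH between annotations kept their sign and stayed past the threshold under 7 of 7 alternatives each.

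Windows of 100 kb raised rho between the replicates to 0.856 for HC/CH and 0.504 for HM/MH, and a coverage minimum of 10, which left 89 windows, raised it to 0.754 and 0.523. The lowest bin near the TSS moved for HC/CH to 1.38% with calls pooled over sites and 1.77% at a coverage minimum of 10, and ranged from 1.20% to 1.45% when a replicate was left out. For HM/MH, it moved to 0.824% and 1.105% under the same settings, 0.743% with bins of 500 bp, 0.511% with the Fig. 2B rates and 0.438% with own rates weighted by calls, and ranged from 0.725% to 0.733% when a replicate was left out. In gene bodies, HC/CH ranged from 4.04% to 4.66% and HM/MH from 2.65% to 4.15% when a replicate was left out, and HM/MH was 2.44% with the Fig. 2B rates and 1.70% with own rates weighted by calls, against 2.38% and 1.73% in the outer flank. At Pax3, HC/CH ranged from 3.66% to 4.96% and HM/MH from 2.83% to 4.28% when a replicate was left out, and HM/MH was 2.73% with the Fig. 2B rates.

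A coverage minimum of 10 left 6906148 CpG sites and the shared sites were 4520194, fewer by construction. No paired analysis was possible because there is 1 condition. Depth limits replicate 2 most: 249752 of its CpG sites reached 10 calls, so at that minimum nearly all calls are those of replicate 1.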

Differences from the paper's values

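The values set beside the paper's cover 19 measures, and in none of them did the main value differ by more than the spread of the replicates and by more than 1.5 times. This rule is lenient: for merged levels, the spread is the SD with the Fig. 2B rates, which is 1.22 percentage points for HM/MH. The asymmetric share of hydroxymethylated calls was judged by the factor of 1.5 alone. The call rates were averaged by a rule chosen to match the printed ones, so their match is not an independent check. No test was chosen for this comparison after the result was seen, apart from the comparison of gene strands. Of 100 values under alternatives set before the data were examined, 9 did differ. Without correction, these are the HM/MH level (3.73%, where the paper's value is 2%), the HH level (0.402%, where the paper's value is 0.1%) and the HH share of hydroxymethylated calls (4.96%, where the paper's value is 2%). Without replicate 1, these are the HM/MH level, at 0.745%, and the HM/MH share of hydroxymethylated calls, at 18.1%, where the paper's value is 35%. The rest are counts of CpG sites under stricter coverage or in both replicates alone. The merged data held 14075213 CpG sites, a lower count than the paper's, but within 1.5 times of it.

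The paper states that no overall strand bias of an asymmetric form of hmC relative to the gene was observed. It proposes that this may reflect some equivalence of the orientations, or perhaps differences that only longer reads or single cells can resolve. The evidence on gene strands that it shows, in Fig. S8, is correlations of each orientation with transcription, which were not computed here. The values given here compare called levels, a different measure. In the counts as called, HM/MH had its hmC more often on the antisense strand on 19 of 19 autosomes in both replicates, with a sense minus antisense difference of -1.15% of both orientations in replicate 1 and -1.76% in replicate 2. This comparison was chosen after the data were seen. For HC/CH, the difference was -0.0109% of both orientations in replicate 1 (exact sign-flip permutation test, two-sided, p = 0.969) and -0.294% in replicate 2 (p = 0.0313, same exact test).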

Other observations

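The tests of the MC excess on lambda DNA, of whole-fragment miscalling of HM/MH, of strand-independent hmC and of a T before the CpG were chosen only after the result was seen. The other tests given here were set before their own result, on patterns already noticed in the data. Of 7 families of patterns looked at, levels by depth and levels on chromosome Y are not reported further. No biological explanation was tested for any of them, since the design has 1 condition.

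Neighbouring CpG sites shared the orientation of their asymmetric states. Concordance was computed as the sum of the products of 2 sites' orientation differences, divided by the sum of the sizes of these products, so that 0 means no relation and 1 means that orientations always match. At 2 to 10 bp it was 0.710 in replicate 1 and 0.785 in replicate 2 for MC/CM, and 0.415 and 0.464 for HC/CH. It fell to 0.0123 and 0.0130 for MC/CM at 80 to 100 bp. With a site of each replicate, neighbours at 2 to 10 bp had a concordance of 0.0197 for MC/CM and 0.0108 for HC/CH. These values are far below those within a replicate, which is consistent with neighbours being read on the same fragments as the source of most of the concordance. They were above 0 on 16 of 19 autosomes for MC/CM and on 12 of 19 for HC/CH. The same site in both replicates had a concordance of 0.108 for MC/CM and 0.106 for HC/CH, above 0 on 19 of 19 autosomes in each, so a smaller part of the orientation recurs at the same place in the genome. On lambda DNA, the orientation of MC/CM at sites 2 to 10 bp apart had a correlation of 0.834 in replicate 1 over 56 site pairs and 0.935 in replicate 2 over 115 pairs, and -0.131 and -0.00213 at 60 to 80 bp. Loss of methylation calls along a strand during the assay may thus contribute to the concordance of MC/CM. How much of it arises in the cell was not tested.

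For HM/MH, the concordance at 2 to 10 bp was 0.446 in replicate 1 and 0.137 in replicate 2. The difference of 0.309 is in the direction that miscalling of whole fragments in replicate 1 would give, which stays open as a candidate explanation.

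MC exceeded CM across the genome in both replicates. Lambda DNA carried the same excess, by 0.178 percentage points in replicate 1 (exact sign-flip permutation test over 20 blocks of 2500 bp, two-sided, p = 0.00917) and 0.288 in replicate 2 (p = 0.00699, exact test), with MC higher in 15 of 20 blocks in each. A bias of the assay or the call between the strands of a fragment may therefore contribute to the excess in the genome.

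The orientation of HC/CH at a CpG site went with the bases that flank it, and so did that of HM/MH. An index, the difference between HC and CH as a percentage of both, was 20.9 in replicate 1 and 23.3 in replicate 2 at sites read ACGA on the plus strand, and -20.7 and -23.2 at sites read TCGT, so hmC was more often on the strand read ACGA. For HM/MH, an index formed in the same way was 21.2 and 39.0 at ACGA, and -22.2 and -39.7 at TCGT. At the 4 palindromic contexts, the indices of the asymmetric forms did not exceed 0.622 in size in replicate 1 and 0.963 in replicate 2. Over the 6 pairs of reverse-complementary contexts, the index correlated between the replicates with Pearson's r of 0.848 (exact permutation test, p = 0.0292, adjusted p = 0.0486 over 5 correlations) and Spearman's rho of 0.829 (exact permutation test, p = 0.0583). This argues against sampling noise. For HM/MH, Pearson's r between the replicates was 0.965 (exact permutation test, p = 0.00417, adjusted p = 0.0139 over the same 5 correlations). The explanations that follow were tested for HC/CH only. Hemimethylation miscalled at the same rate in every context is argued against, since the index of MC/CM did not exceed 5.67 in size in any context. A miscall rate that depends on the flanking bases cannot be excluded this way, because it could skew HC/CH without skewing MC/CM. Loss of hmC calls after a T would lower the call rate of control hmC that follows a T, but at least 98.1% of those calls had hmC on the strand. Other biases of the enzymes or of alignment stay open and were not tested.

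HH in replicate 2, corrected with its own rates, was 1.60 times the product of the levels of hmC on the strands, in the merged data 1.56 times, and in replicate 1 it was 0. Whether hmC falls on the strands independently cannot be told apart from the alternative, because the HH level rests on the call rates used and hmC levels also vary along the genome.

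Hydroxymethylated states were less frequent on chromosome X. HC/CH as called was 3.16% on chromosome X and 4.07% on the autosomes in replicate 1, where the lowest autosome was at 3.69%, and 2.73% against 3.67% in replicate 2, where the lowest was at 3.26%. Mean depth on chromosome X was 7.54 in replicate 1, against 10.6 on the autosomes. Lower depth is argued against, since autosomal sites with 5 to 7 calls had an HC/CH level of 4.71%, against 3.36% on chromosome X at that depth. A different mix of promoters, genes and intergenic DNA is argued against as well, since intergenic sites of chromosome X stayed at 2.90%, below the lowest autosome at 3.29%. Other differences of chromosome X were not tested.

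In genes, HM/MH had hmC more often on the antisense strand. Giving each site the genome-wide orientation of its flanking bases yields a sense minus antisense difference of -0.608% of both orientations in replicate 1, where -1.15% was observed, and -1.10% in replicate 2, where -1.76% was observed. The remainder stayed past the threshold in both replicates (exact sign-flip permutation test, p = 7.6e-06 and 0.00224), so the flanking bases are argued against as the whole of it and may give a part. For HC/CH, the same step gives -0.612% in replicate 1, where -0.0109% was observed, and -0.686% in replicate 2, where -0.294% was observed, so it gave a larger difference than was seen in both replicates (exact sign-flip permutation test of the remainder, p = 7.6e-06 and 0.0484).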
